# Cannabichromene: integrative modulation of apoptosis, ferroptosis, and endocannabinoid signaling in pancreatic cancer therapy

**DOI:** 10.1038/s41420-025-02674-8

**Published:** 2025-08-11

**Authors:** Yu-Na Hwang, Ju-Hee Park, Han-Heom Na, Tae-Hyung Kwon, Jin-Sung Park, Sehyun Chae, Young Taek Oh, Keun-Cheol Kim

**Keywords:** Cell death, Chemotherapy

## Abstract

Cannabichromene (CBC: C_21_H_3_O_2_, M.W.: 314.46 g) is a non-psychotropic phytocannabinoid derived from *Cannabis sativa* (hemp), and its potential therapeutic properties have attracted increasing attention. Specifically, it has demonstrated strong anti-inflammatory effects in animal models of edema through non-CB receptor mechanisms; however, further pharmacological studies based on cancer models are required. In this study, we investigated the molecular mechanisms underlying the anti-cancer activity of CBC in human pancreatic cancer cells. Through mRNA-seq analysis, the expression levels of many genes involved in cell death pathways were upregulated or downregulated after CBC treatment, and these included ferroptosis-related genes, such as *HMOX1*. We further confirmed the functional validity of apoptosis and ferroptosis induction after CBC treatment using various molecular assays. In addition, CBC preferentially increased the expression of TRPV1 and CB2. Accordingly, the effects on cell death were reversed after treatment with TRPV1 and CB2 inhibitors, suggesting that receptor expression is necessary for the induction of apoptotic cell death. Finally, we confirmed the consistent regulation of apoptosis, ferroptosis, and endocannabinoid receptors during tumor growth inhibition after CBC treatment using in vivo xenograft models. Therefore, we propose that CBC exhibits pharmacological activity via the integrative modulation of multiple cell death pathways, which can be exploited for pancreatic cancer therapy.

## Introduction

Pancreatic cancer is one of the most lethal forms of cancer, with a 5-year patient survival rate of only 2–9% [1, 2]. Despite the limited understanding of its molecular characteristics and lack of clinically relevant pancreatic cancer subtype classifications, pancreatic ductal adenocarcinoma (PDAC) remains the most common and aggressive form, with an extremely poor prognosis [3]. PDAC is often diagnosed at advanced stages and is resistant to most treatment modalities, making it a key focus of cancer research regarding novel mechanisms to achieve effective treatment [4].

Cannabinoids extracted from *Cannabis sativa* exert their effects by binding to specific receptors that play a role in tissue development and homeostasis maintenance in the human body [5]. More than 150 cannabinoids have been identified, including cannabinol and Δ^9^-tetrahydrocannabinol (Δ^9^-THC), cannabidiol (CBD), cannabigerol, and cannabichromene (CBC) [6]. Among these, Δ^9^-THC and CBD have received the most attention regarding their medical applications [7], and both have pharmacological effects, including pain relief, suppressing anxiety, and potential therapeutic effects on neurodegenerative diseases and cancers [8]. Moreover, cannabinoids can enhance the effectiveness of conventional chemotherapy and radiotherapy when used in combination, while alleviating side effects, making them promising candidates for integrated cancer treatment strategies [9]. Non-psychoactive CBD has gained increasing attention within the scientific community owing to its potential pharmacological use based on various disease models, unlike Δ^9^-THC, which has psychotropic effects [10]. Specifically, CBD inhibits the malignant growth of several solid tumors, including gliomas [11], breast cancer [12], and prostate cancer [13]. Its anti-cancer activity is multifaceted and involves cell cycle arrest, the inhibition of proliferation, the induction of autophagy and apoptosis, and the suppression of cell adhesion, migration, angiogenesis, and metastasis [14, 15].

CBC has diverse therapeutic benefits, including anti-inflammatory [16], anticonvulsant [17], antibacterial [18], and antinociceptive effects [19]. It also reduces the production of nitrite, INF-γ, and IL-10 in lipopolysaccharide (LPS)-stimulated peritoneal macrophages. Its anti-inflammatory effects have been further demonstrated using animal models, where CBC reduces inflammation and LPS-induced edema in the paws of mice, with a synergistic effect observed when co-administered with Δ^9^-THC [20]. The anticonvulsant potential of CBC has been highlighted using *Scn1a*^+/−^ mouse models of Dravet syndrome and zebrafish models, with CBC being as effective as CBD at reducing seizures [21]. In addition, CBC has antinociceptive properties in tail-flick assays, formalin-induced inflammatory pain models, and cisplatin-induced peripheral neuropathy models, indicating a broad range of pain-relieving applications [19]. It also synergistically interacts with Δ^9^-THC to promote urothelial carcinoma cell death and inhibit migration [22]. Given the increasing interest in cannabinoid use for medicinal purposes, research on minor cannabinoids, such as CBC, is increasing. In this study, we investigated the potential mechanisms underlying the effects of CBC on pancreatic cancer, focusing on the integrative regulation of cell death pathways, including apoptosis and ferroptosis, and the activation of endocannabinoid receptors.

## Results

### CBC treatment induces apoptotic cell death in pancreatic cancer cells

First, we performed an MTT assay to determine the IC_50_ of CBC using the two pancreatic cancer cell lines. The estimated IC_50_s of CBC were ~35 µM for MIA PaCa-2 cells and 30 µM for PANC-1 cells (Supplementary Fig. S1), indicating that these concentrations could be used in subsequent experiments. 

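MIA PaCa-2 and PANC-1 are established human pancreatic cancer cell lines. RNA from 4 libraries was analysed, 1 per condition, each from cells collected at 24 h. MIA PaCa-2 cells received 35 μM CBC and PANC-1 cells received 30 μM CBC. These doses are the paper's, and the sample records name the controls PBS where the methods speak of a vehicle control. The authors trimmed the reads, aligned them to GRCh38 with STAR and counted them per Ensembl gene with HTSeq, and the deposited table holds these raw counts for 58233 genes. The counts on genes came to 21742775 in the MIA PaCa-2 control, 23122440 in CBC-treated MIA PaCa-2 cells, 24365261 in the PANC-1 control and 27903667 in CBC-treated PANC-1 cells. The deposited CPM values equal these counts divided by library sizes scaled with the trimmed mean of M-values (TMM) over the 4 libraries, so the counts were used here. Log2 fold changes compared each CBC library with the control of its own line after TMM normalization in edgeR, with a prior count of 2. A gene was tested in a line when it reached 1 CPM in at least 1 of the 2 libraries, a filter the paper's text does not name, and it was a DEG when its log2 fold change was above 1 or below -1. Because each condition had 1 library, no difference within a line has a replicate check. The 95% intervals come from the exact binomial distribution of the 2 counts (Clopper-Pearson) and cover counting error only.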

To identify genes related to the pharmacological activity of CBC, we performed mRNA sequencing 24 h after CBC treatment using both pancreatic cancer cell lines (Fig. 1A). Here, 2567 genes were differentially expressed between the pancreatic cancer cell lines. Among these, 1856 DEGs were identified in MIA PaCa-2 cells and 1278 DEGs were identified in PANC-1 cells. 

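With the log2 fold change threshold of 1, 4113 genes were DEGs in at least 1 line and 829 in both lines. Of the 829 genes, 788 changed in the same direction, 416 of them higher and 372 lower after CBC treatment, and 41 changed in opposite directions. The filter on low counts moved these numbers most. Without it, 8953 genes were DEGs in at least 1 line. Across the 12502 genes tested in both lines, Pearson's r between the log2 fold changes of the lines was 0.592 and Spearman's rho was 0.553, although genes are not independent replicates.
Among genes with a mean of at least 10 CPM, the largest increases common to both lines, ranked by the smaller of the 2 changes, were in KCP, KLHDC7B, NIBAN1, BEX2 and HMOX1. NIBAN1 (chromosome 1 of GRCh38, 184790724 to 184974508) went from 134 to 6240 counts in MIA PaCa-2 cells and from 11 to 1800 counts in PANC-1 cells. BEX2 rose from 10 to 851 counts and from 54 to 2353 counts in the same lines. KCP and KLHDC7B were almost unread in the controls, so their ratios are imprecise. KLHDC7B had 1 count in each control, and its count ratio in PANC-1 cells, scaled for library size, was 120 with an interval from 21.2 to 4764. The largest common decreases were in FAM111B, H1-5, SEMA6B, MT-ND6 and ZNF488. FAM111B (chromosome 11, 59107185 to 59127412) had log2 fold changes of -2.89 in MIA PaCa-2 cells and -3.98 in PANC-1 cells. H1-5 belongs to a histone gene family whose reads the counting could have split, and MT-ND6 lies opposite other mitochondrial transcripts while the strand setting of the counting is not stated, so both are uncertain.

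**Figure D1:**
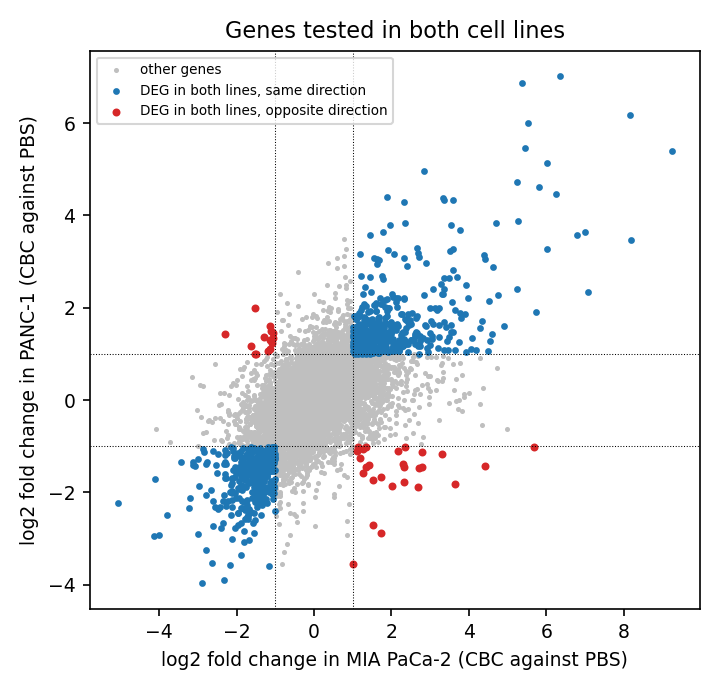
Log2 fold change of CBC against PBS in MIA PaCa-2 cells (horizontal axis) and in PANC-1 cells (vertical axis) for the 12502 genes tested in both lines, 1 point per gene, with dotted lines at the threshold. The 788 genes past the threshold in the same direction lie in the upper right and lower left corners, and the 41 genes of opposite direction in the other corners.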

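In MIA PaCa-2 cells, 2864 of the 14001 tested genes were DEGs, 1608 higher and 1256 lower after CBC treatment. In PANC-1 cells, 2078 of the 14091 tested genes were DEGs, 1087 higher and 991 lower. In PANC-1 cells the balance of directions turned with TMM within each line, to 1013 higher and 1033 lower genes. The counting interval lay wholly past a 2-fold change for 1719 of the DEGs in MIA PaCa-2 cells and for 1187 of those in PANC-1 cells. When unchanged libraries of the same depth were simulated 10 times with counting noise alone, the median number of DEGs was 30.5 in MIA PaCa-2 cells and 16.5 in PANC-1 cells. With a coefficient of biological variation of 20% added, the medians were 391 and 339.5, and with 30% they were 1740 and 1668.5. The variation between cultures of 1 line cannot be measured from these libraries.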

The upregulated genes were significantly associated with cell death processes, including apoptosis, the p53 signaling pathway, ferroptosis, and autophagy, whereas the downregulated genes were mainly related to cell proliferation processes, such as the cell cycle, DNA replication, cytoskeleton organization, and glycolysis (Fig. 1B). 

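For each process named in Fig. 1B, a list of genes was written from general knowledge, since the annotation behind the DAVID analysis was not used here. The median log2 fold change of each list was placed among the medians of 10000 random lists of the same size matched on mean expression, as a description of these libraries. The apoptosis list had a median of 0.34 in MIA PaCa-2 cells (percentile 99.98 of the random lists) and 0.11 in PANC-1 cells (percentile 90.1). The p53 target list had medians of 0.87 (percentile 100) and 0.28 (percentile 99.01) in the same lines. For the ferroptosis list the medians were 0.11 (percentile 95.9) and 0.25 (percentile 99.9), and for the autophagy list 0.43 (percentile 100) and 0.32 (percentile 99.98). The ferroptosis list holds HMOX1, CHAC1 and SLC7A11, which the paper names and reports as raised by CBC. The place of that list among random lists is therefore not independent of the paper. The medians of the cell cycle, DNA replication and nucleosome organization lists lay below all 10000 random lists in both lines. The cell cycle list had a median of -1.04 in MIA PaCa-2 cells, where 27 of its 50 tested genes were lower DEGs, and -1.34 in PANC-1 cells, where 40 of 50 were. The DNA replication list had a median of -0.98 in MIA PaCa-2 cells and -1.61 in PANC-1 cells, with 19 and 34 lower DEGs among 40 genes. The cytoskeleton organization list had medians of -0.41 (percentile 0.040) and -0.45 (percentile 0), and the nucleosome organization list of Fig. 1B had medians of -0.78 and -0.64. The glycolysis list had a median of -0.28 in MIA PaCa-2 cells, inside the middle 95% of random lists (percentile 8.81), and -0.39 in PANC-1 cells (percentile 0.69). Restricting a list to genes that no other list holds moved the p53 target median in MIA PaCa-2 cells most among these medians, to 0.47, and brought that in PANC-1 cells to 0.033. The same restriction brought the ferroptosis median to 0.01 in MIA PaCa-2 cells and below 0, to -0.03, in PANC-1 cells. From the terms enriched among its DEGs, the paper associates the genes that rose with cell death and relates those that fell mainly to proliferation.

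**Figure D2:**
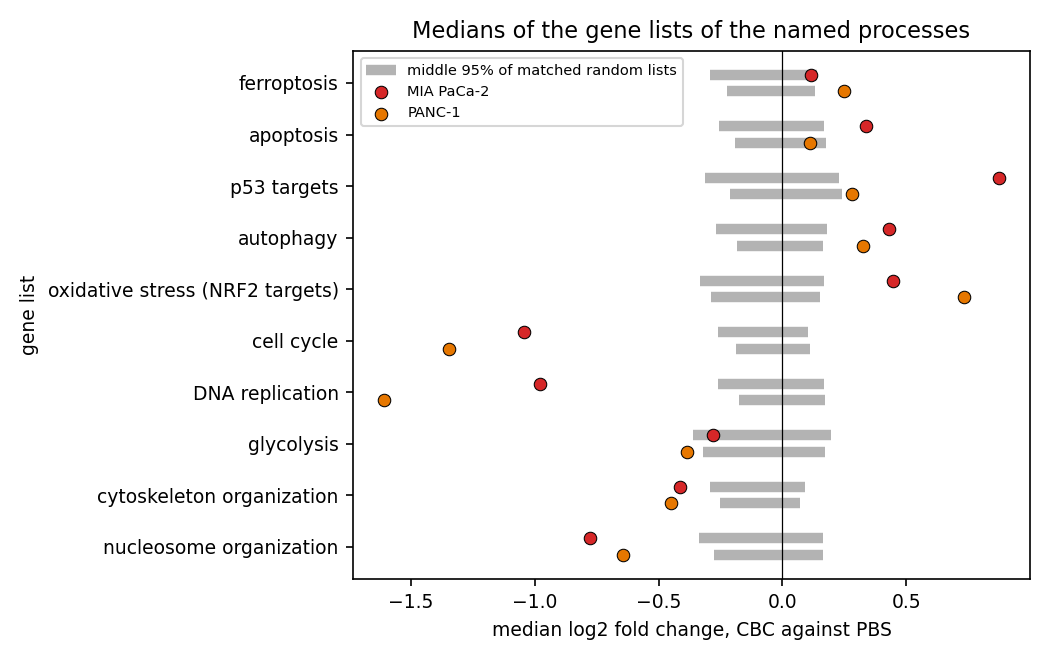
Median log2 fold change of CBC against PBS (horizontal axis) for each gene list (vertical axis), 1 point per cell line, with grey bars for the middle 95% of 10000 matched random lists. The cell cycle and DNA replication medians lie far left of their bars, while the ferroptosis median in MIA PaCa-2 cells, the apoptosis median in PANC-1 cells and the glycolysis median in MIA PaCa-2 cells lie inside theirs.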

Annexin V-FITC/PI staining was performed to quantify the dead cell population in CBC-treated pancreatic cancer cells (Fig. 1C). Annexin V-FITC-positive cells increased to 73.5% in CBC-treated MIA PaCa-2 cells compared to 18.16% in the control group and to 37.9% in CBC-treated PANC-1 cells compared to 14.91% in the control group. CBC treatment increased both early and late apoptotic cell populations in pancreatic cancer cells. Consistently, fluorescence images showed increased Annexin V-FITC staining in CBC-treated pancreatic cancer cells, indicating that CBC induced apoptotic cell death (Fig. 1D). FACS analysis was performed to examine the cell cycle distribution following CBC treatment (Fig. 1E), revealing an increased dead cell population after 24 h, suggesting that CBC induces cell death by promoting cell cycle exit. We also performed western blot analysis of cell cycle-related proteins to confirm the cell cycle alterations caused by CBC treatment (Fig. 1F). Expression levels of most cyclins, including cyclin D3, E, and B1, were downregulated after CBC treatment, indicating that CBC promotes cell cycle exit by decreasing cyclin expression. Next, we investigated apoptotic cell death-related proteins using western blotting following CBC treatment in pancreatic cancer cells (Fig. 1G). This increased expression of the tumor suppressor p53 and elevated the levels of cleaved forms of PARP-1, caspase-3, and caspase-9. These data suggest that CBC induces apoptosis in pancreatic cancer cells.

**Fig. 1:**
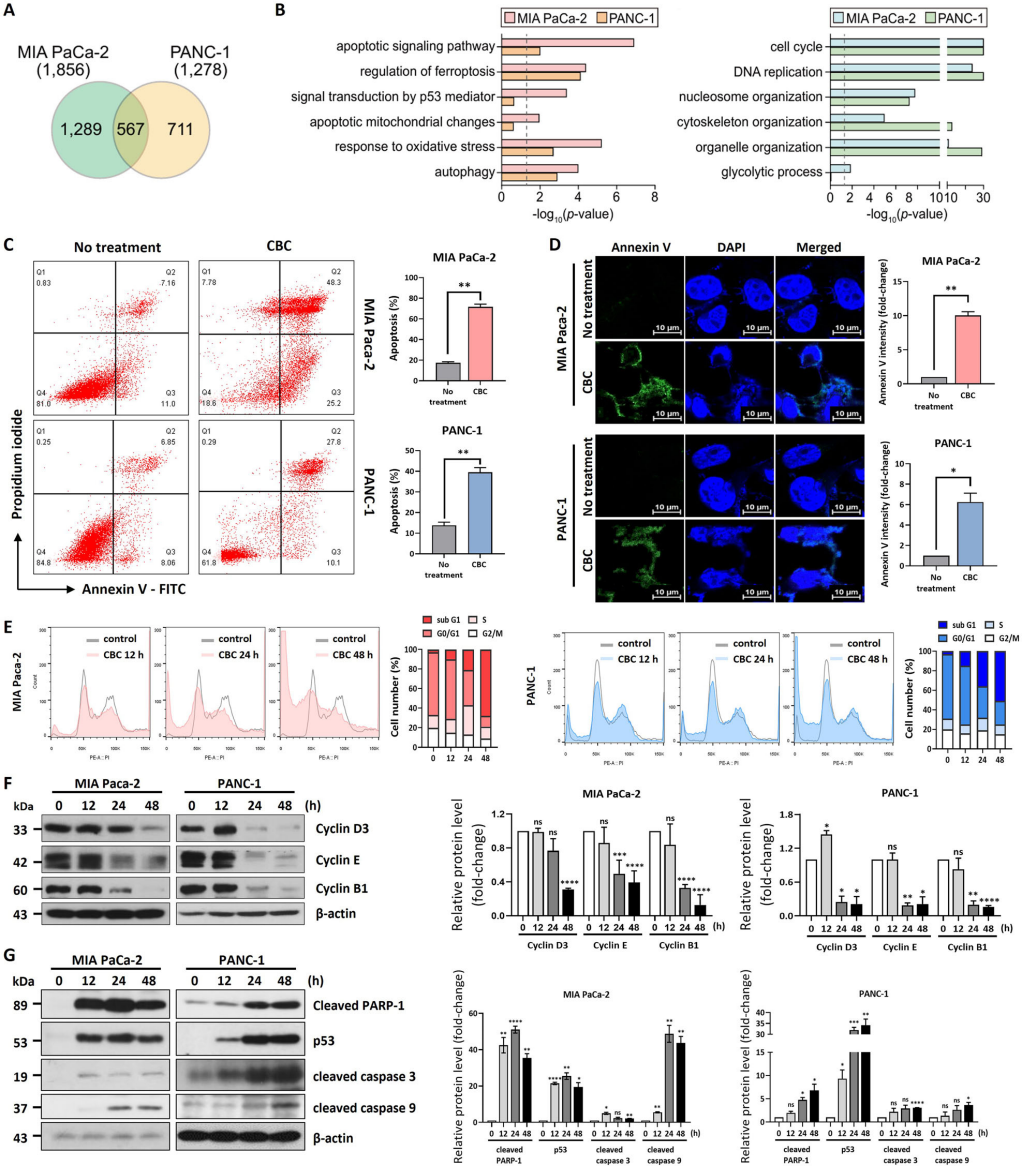
Cannabichromene (CBC) treatment induces cell death via the apoptotic pathway in human pancreatic cancer cells. **A** mRNA-seq analysis identified 2567 differentially expressed genes (DEGs) in two MIA PaCa-2 and PANC-1 pancreatic cancer cells. **B** Gene Ontology (GO) and KEGG pathway analyses showed the relative enrichment of the apoptotic signaling pathway, regulation of ferroptosis, cell cycle, and DNA replication. Statistical significance is displayed as the −log_10_ (*p*-value), where the enrichment *p*-value was obtained using DAVID software. The dotted line indicates the *p*-value cutoff used. Left: upregulated genes; right: downregulated genes. **C** Annexin V-FITC/propidium iodide (PI) staining analysis was performed using pancreatic cancer cells after CBC treatment for 24 h. The graph represents the number of increased apoptotic MIA PaCa-2 and PANC-1 cells, respectively. Statistical significance was determined using Student’s *t* test, with *P* ≤ 0.05. **D** An annexin V-FITC fluorescence image was also captured from the cultured pancreatic cancer cells based on the same treatment condition. **E** FACS analysis was performed on CBC-treated pancreatic cancer cells. CBC treatment resulted in an increased dead cell population after 24 h. Statistical significance was determined using Student’s *t* test, with *P* ≤ 0.05. **F** Western blot analysis also performed on cyclin proteins in CBC-treated pancreatic cancer cells. Expression levels of most cyclin proteins were downregulated after CBC treatment. The graphs were obtained based on densitometric data from western blot images. **G** Western blot analysis was performed on two pancreatic cancer cells after CBC treatment. The expression of cleaved PARP-1, p53, and cleaved caspase-3 and 9 was increased in CBC-treated cancer cells. The graphs were obtained based on densitometric data from western blot images. Statistical significance was determined using Student’s *t* tests, with *P* ≤ 0.05 indicating statistical significance. Results are expressed as mean ± SD (*n* = 3). Statistical analysis was performed with one-way ANOVA followed by Dunnett’s multiple comparison test, with *P* < 0.01 or *P* < 0.001 vs. 0 h. MIA PaCa-2 and PANC-1 cells were treated with 35 μM and 30 μM CBC, respectively.

### CBC induces ferroptotic cell death via ferroptosis-related gene activation

Transcriptome analysis revealed that CBC significantly upregulated the expression of genes related to ferroptosis and those involved in apoptosis (Fig. 1B). Therefore, we determined whether ferroptosis pathways were activated in CBC-treated pancreatic cancer cells. 

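Of the 37 genes of the ferroptosis list tested in each line, 12 were higher DEGs and 3 lower DEGs in MIA PaCa-2 cells, and 10 were higher and 2 lower in PANC-1 cells. The higher ones include HMOX1, CHAC1 and SLC7A11, which the paper names, so these counts are not independent of it. Among all tested genes, 11.5% were higher DEGs in MIA PaCa-2 cells and 7.71% in PANC-1 cells. Of the apoptosis list, 10 of 45 tested genes were higher DEGs in MIA PaCa-2 cells and 5 of 41 in PANC-1 cells. Among its genes with a mean of at least 10 CPM, the largest mean increases of the apoptosis list were in DDIT3, TRIB3 and GADD45A. DDIT3 (chromosome 12, 57516588 to 57521737) went from 192 to 4615 counts in MIA PaCa-2 cells and from 532 to 5353 counts in PANC-1 cells. TRIB3 went from 582 to 7775 counts and from 733 to 8594 counts in the same lines. GADD45A, which the p53 target list also holds, had log2 fold changes of 3.78 in MIA PaCa-2 cells and 1.89 in PANC-1 cells.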

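HMOX1, CHAC1, SLC3A2, SLC7A11 and FTH1 were higher after CBC treatment in both lines. HMOX1 (ENSG00000100292), which encodes heme oxygenase 1, lies on chromosome 22 of GRCh38 from 35380361 to 35394214. Its level went from 10.6 to 403 CPM in MIA PaCa-2 cells, a log2 fold change of 5.24 with a counting interval from 5.07 to 5.45. In PANC-1 cells it went from 38.8 to 1022 CPM, a log2 fold change of 4.72 (4.62 to 4.82). CHAC1 (chromosome 15, 40952962 to 40956512) had log2 fold changes of 3.36 (3.12 to 3.64) in MIA PaCa-2 cells and 2.64 (2.46 to 2.84) in PANC-1 cells. SLC3A2 (chromosome 11, 62856004 to 62888880) rose more in MIA PaCa-2 cells, by 2.63 (2.58 to 2.68), than in PANC-1 cells, by 1.47 (1.42 to 1.53). SLC7A11 (chromosome 4, 138164097 to 138242349) rose more in PANC-1 cells, by 2.62 (2.55 to 2.70), than in MIA PaCa-2 cells, by 1.78 (1.64 to 1.94). Neither order between the lines was tested across cultures. FTH1 (chromosome 11, 61959718 to 61967634) had the smallest changes of the 5 genes, 1.02 (1.00 to 1.04) in MIA PaCa-2 cells and 1.36 (1.33 to 1.39) in PANC-1 cells, and processed pseudogenes of FTH1 could have taken some of its reads. GPX4, a glutathione peroxidase that also has processed pseudogenes, was at 206 and 207 CPM in MIA PaCa-2 cells and at 182 and 178 CPM in PANC-1 cells without and with CBC, and its counting interval included 0 in both lines.

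**Figure D3:**
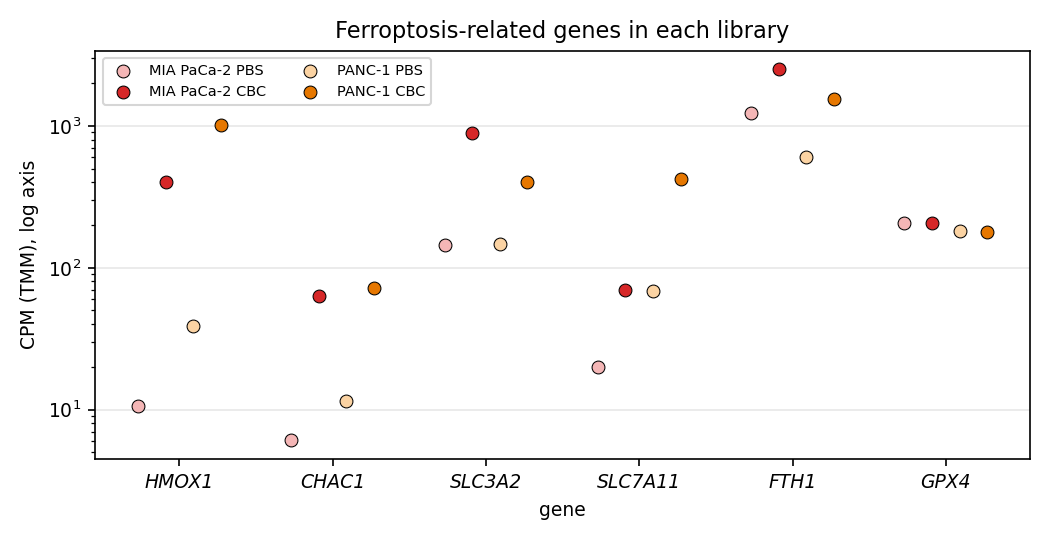
CPM after TMM normalization (vertical log axis) of HMOX1, CHAC1, SLC3A2, SLC7A11, FTH1 and GPX4 (horizontal axis), 1 point per library. In both lines the CBC library lies above its PBS control for each gene but GPX4, from 10.6 to 403 CPM for HMOX1 in MIA PaCa-2 cells.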

Heatmap data indicated that CBC treatment upregulated the expression of ferroptosis-related genes, including *HMOX1* (Fig. 2A). We further performed qRT-PCR on five selected ferroptosis-related genes (*HMOX1*, *CHAC1*, *SLC3A2*, *SLC7A11*, and *FTH1*) in pancreatic cancer cells after 12 and 24 h of CBC treatment (Fig. 2B). CBC treatment significantly increased the expression of these genes in a time-dependent manner. Consistently, HMOX1 protein levels were significantly elevated following CBC treatment, as shown through western blot analysis, emphasizing that it acts as a key regulator of CBC ferroptosis in pancreatic cancer cells (Fig. 2C). The upregulation of HMOX1 expression was further confirmed based on immunofluorescence staining, as HMOX1 localization was observed in both the nucleus and cytoplasm (Fig. 2D). Additionally, we measured cellular ROS levels after CBC treatment using H_2_DCFDA and flow cytometry (Fig. 2E). These were increased by treatment with either CBC or erastin (a ferroptosis inducer); however, no significant increase was observed after ferrostatin (a ferroptosis inhibitor) treatment. However, the elevated ROS levels induced by CBC were slightly reduced when CBC was combined with ferrostatin, whereas ROS levels were additively increased when CBC was combined with erastin. To further investigate lipid peroxidation, an essential process in ferroptosis, we measured malondialdehyde (MDA) levels (Fig. 2F). These were elevated following treatment with either CBC or erastin. However, the CBC-induced increase in MDA levels was reversed after co-treatment with ferrostatin, suggesting that lipid peroxidation caused by CBC is closely regulated by ferroptosis inhibition. We also measured GSH levels to examine the redox imbalance associated with ferroptosis (Fig. 2G). Similar to that with erastin, CBC reduced the GSH/GSSG ratio, whereas ferrostatin increased it. Notably, the decrease in the GSH/GSSG ratio induced by CBC was restored after co-treatment with ferrostatin, indicating that the redox imbalance induced by CBC is tightly regulated by ferroptosis inhibition. In conclusion, CBC induces ferroptotic cell death by increasing ROS production and lipid peroxidation through the activation of ferroptosis-related genes, including *HMOX1*.

**Fig. 2:**
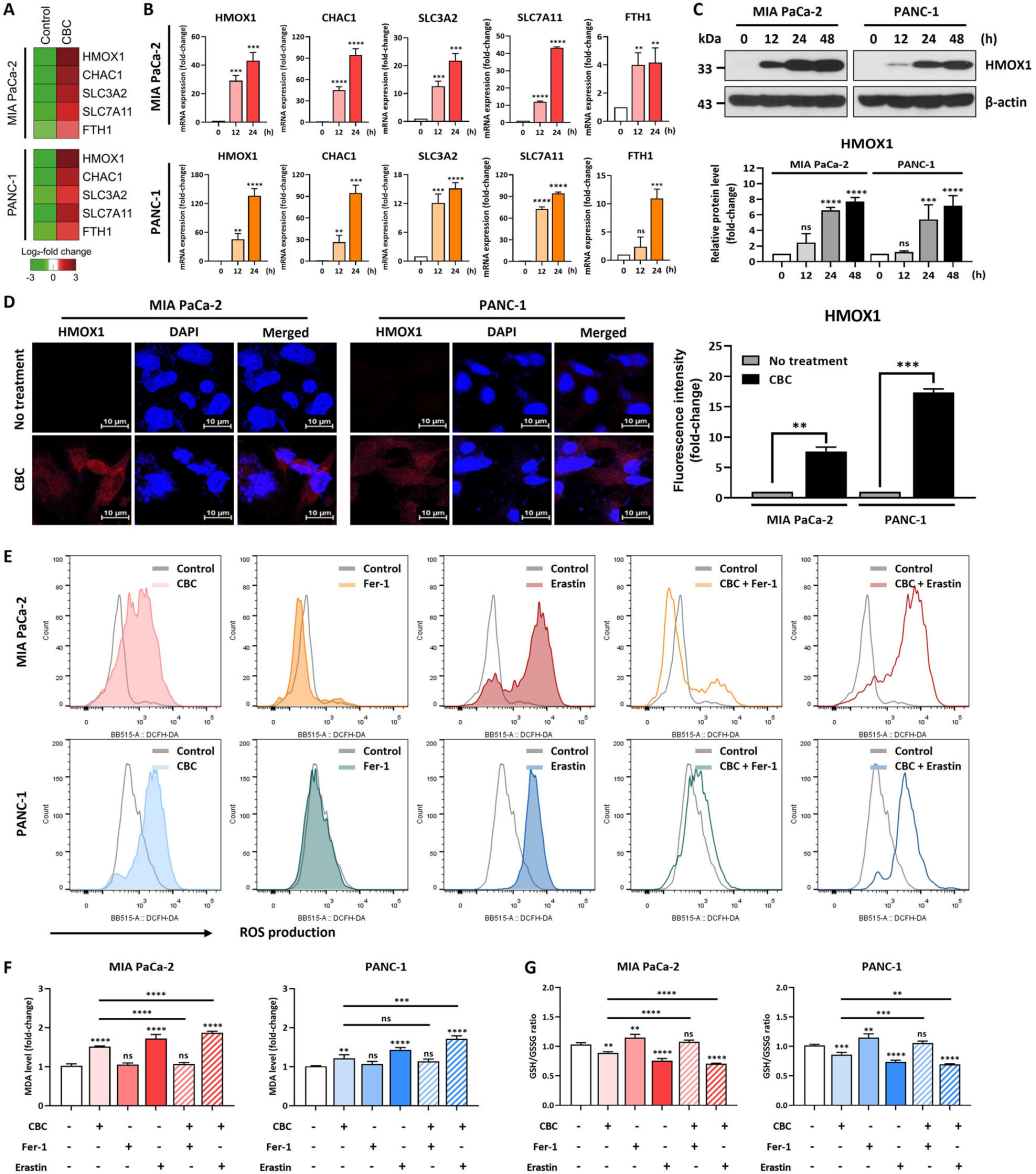
Cannabichromene (CBC) treatment induces cell death via a ferroptosis-related signaling pathway. **A** Heatmap of ferroptosis-related genes, obtained from mRNA-seq data. **B** Quantitative PCR analysis of ferroptosis-related genes, performed using CBC-treated pancreatic cancer cells. *HMOX1*, *CHAC1*, *SLC3A2*, *SLC7A11*, and *FTH1* levels were quickly increased by CBC treatment at the transcriptional level. **C** Western blot analysis showed that HMOX1 protein expression was upregulated by CBC treatment. The graphs were obtained from densitometric data for western blot images. Results are expressed as mean ± SD (*n* = 3). Statistical analysis was performed with one-way ANOVA followed by Dunnett’s multiple comparison test, with *P* < 0.01 or *P* < 0.001 vs. 0 h. **D** Increased HMOX1 protein expression examined by performing an immunostaining experiment. Statistical significance was determined using Student’s *t* test, with *P* ≤ 0.05. **E** We performed flow cytometric analysis using H_2_DCFDA to measure the reactive oxygen species (ROS) level after CBC treatment. The ROS level was increased in CBC-treated pancreatic cancer cells but slightly restored after combined treatment with CBC and ferrostatin, a ferroptosis inhibitor. However, the ROS level was severely increased after combination treatment with CBC and erastin, a ferroptosis inducer. **F** Lipid peroxidation in pancreatic cancer cells was examined after CBC treatment. The malondialdehyde (MDA) level was increased in CBC-treated cancer cells but downregulated after combined treatment with CBC and ferrostatin. However, the MDA level was severely increased after combination treatment with CBC and erastin. Results are expressed as mean ± SD (*n* = 3). Statistical analysis was performed with one-way ANOVA followed by Dunnett’s multiple comparison test, with *P* < 0.01 or *P* < 0.001 vs. no treatment. **G** The GSH/GSSG ratio was examined using a GSH kit. All data are similar to the data obtained from the ROS and lipid peroxidation analysis. Statistical significance was determined using Student’s *t* tests, with *p*-values ≤ 0.05 indicating statistical significance. Results are expressed as mean ± SD (*n* = 3). Statistical analysis was performed with one-way ANOVA followed by Dunnett’s multiple comparison test, with *P* < 0.01 or *P* < 0.001 vs. no treatment. MIA PaCa-2 and PANC-1 cells were treated with 35 μM and 30 μM CBC, respectively. Additional treatments included 10 μM ferrostatin-1 (Fer-1) and erastin.

### Ferroptosis inhibition delays CBC-induced cell death

Annexin V/PI analysis was performed to investigate whether ferrostatin (a ferroptosis inhibitor) or erastin (a ferroptosis activator) can regulate CBC-induced cell death (Fig. 3A). As expected, ferrostatin significantly reduced CBC-induced cell death, whereas erastin had no notable effect. Additionally, western blot analysis revealed that ferrostatin and CBC co-treatment drastically decreased HMOX1 expression, suggesting that the regulatory effect of ferrostatin on ferroptosis might be mediated by HMOX1 (Fig. 3B). To confirm the role of HMOX1 in CBC-induced cell death, we used siRNA knockdown. Western blot analysis confirmed that HMOX1 protein levels were successfully reduced after siHMOX1 transfection in both cancer cell lines (Fig. 3C). Annexin V/PI staining showed that the dead cell population induced by CBC treatment was significantly decreased following HMOX1 knockdown (Fig. 3D). These findings suggest that inhibition of the ferroptotic pathway delays CBC-induced cell death, highlighting the crucial role of HMOX1 in mediating this process.

**Fig. 3:**
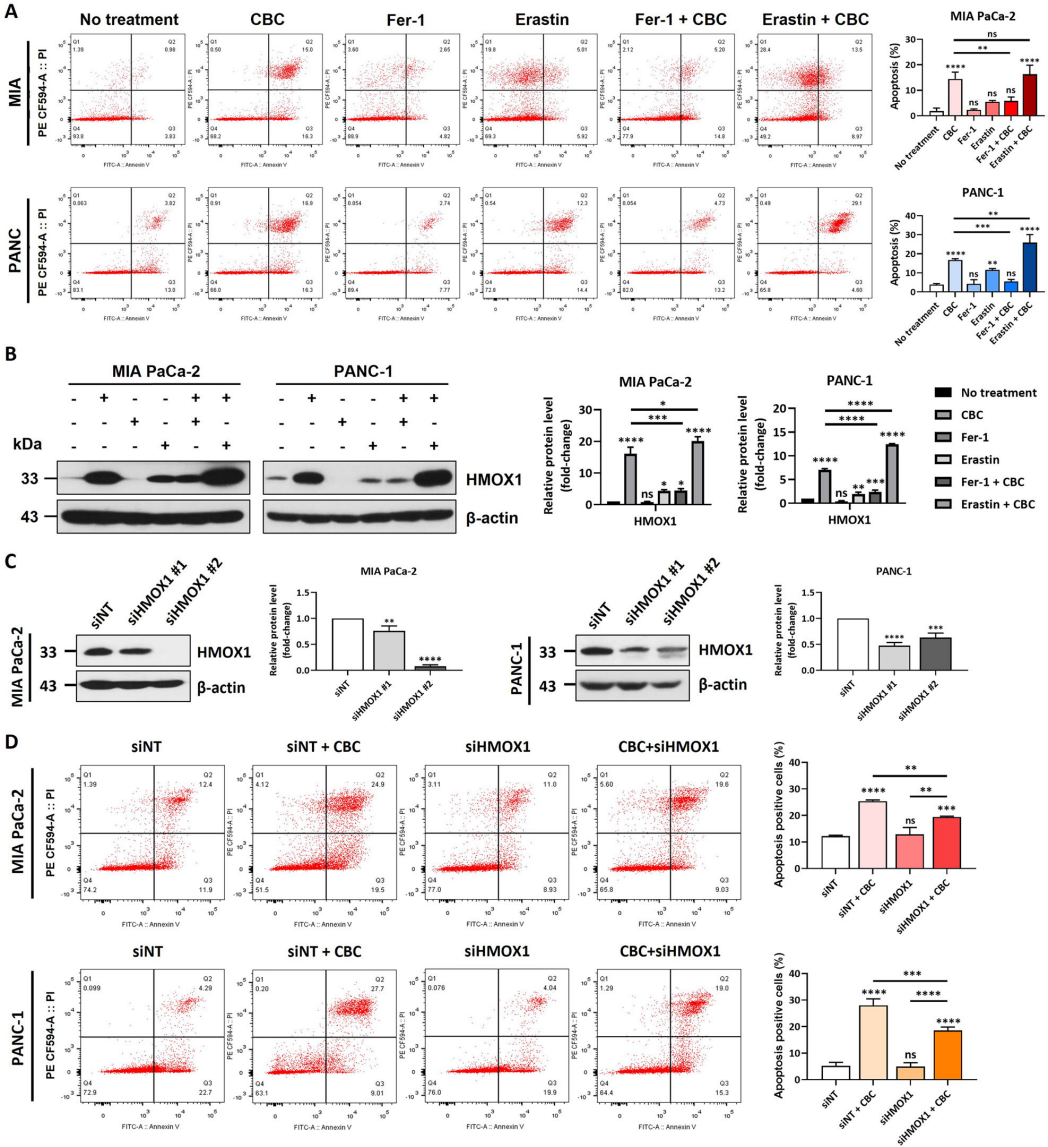
Inhibition on ferroptosis delays cannabichromene (CBC)-induced cell death. **A** Annexin V-FITC/propidium iodide (PI) staining analysis confirmed that a ferrostatin-1 and erastin 1 h pre-treatment affected CBC-induced cell death. Results are expressed as mean ± SD (*n* = 3). Statistical analysis was performed with one-way ANOVA followed by Dunnett’s multiple comparison test, with *P* < 0.01 or *P* < 0.001 vs. no treatment. **B** Western blot analysis showing the change in HMOX1 protein expression induced by ferrostatin-1, erastin, and CBC treatment. Results are expressed as mean ± SD (*n* = 3). Statistical analysis was performed with one-way ANOVA followed by Dunnett’s multiple comparison test, with *P* < 0.01 or *P* < 0.001 vs. no treatment. **C** Two siRNAs for HMOX1 were prepared and transfected into both MIA PaCa-2 and PANC-1 pancreatic cancer cells. The western blot image shows that HMOX1 expression was successfully downregulated after siRNA transfection in the two pancreatic cancer cell lines. Results are expressed as mean ± SD (*n* = 3). Statistical analysis was performed with one-way ANOVA followed by Dunnett’s multiple comparison test, with *P* < 0.01 or *P* < 0.001 vs. siNT. **D** Annexin V-FITC/PI staining analysis showed that HMOX1 inhibition affected CBC-induced cell death. Statistical significance was determined using Student’s *t* tests, with *p*-values ≤ 0.05 indicating statistical significance. Results are expressed as mean ± SD (*n* = 3). Statistical analysis was performed with one-way ANOVA followed by Dunnett’s and Tukey’s multiple comparison test, with *P* < 0.01 or *P* < 0.001 vs. siNT. MIA PaCa-2 and PANC-1 cells were treated 35 μM and 30 μM CBC, respectively. Additional treatments included 10 μM Fer-1 and erastin.

### Combination treatment with CBC and cell death inhibitors restores cell viability

To clarify the regulatory effect of CBC on both apoptotic and ferroptotic cell death, we investigated the effects of combined treatment with CBC and several inhibitors, including Z-VAD-FMK, necrostatin-1, ferrostatin-1, and 3-MA. MTT assays revealed that cell viability was decreased after CBC treatment but restored after pretreatment with Z-VAD-FMK (an apoptosis inhibitor) and ferrostatin-1 (a ferroptosis inhibitor) (Fig. 4A). However, we did not observe the significant restoration of cell viability following combined treatment with necrostatin-1 (a necroptosis inhibitor) or 3-MA (an autophagy inhibitor). Interestingly, this restoration of cell viability was not detected when CBC was combined with Δ^9^-THC or CBD treatment (Supplementary Fig. S2). Notably, cell viability was dramatically improved after simultaneous pretreatment with Z-VAD-FMK and ferrostatin-1, suggesting that CBC specifically regulates both apoptotic and ferroptotic signaling pathways. Consistent results were obtained from the Annexin V/PI staining experiment, which showed the restoration of cell viability after combined treatment with CBC and the inhibitors (Fig. 4B). Western blot analysis further confirmed that cell death-related proteins were tightly regulated upon combined treatment with CBC with apoptosis and ferroptosis inhibitors (Fig. 4C). These results suggest that CBC induces cell death in pancreatic cancer cells through both apoptotic and ferroptotic signaling pathways and that this can be modulated by combined treatment with specific inhibitors.

**Fig. 4:**
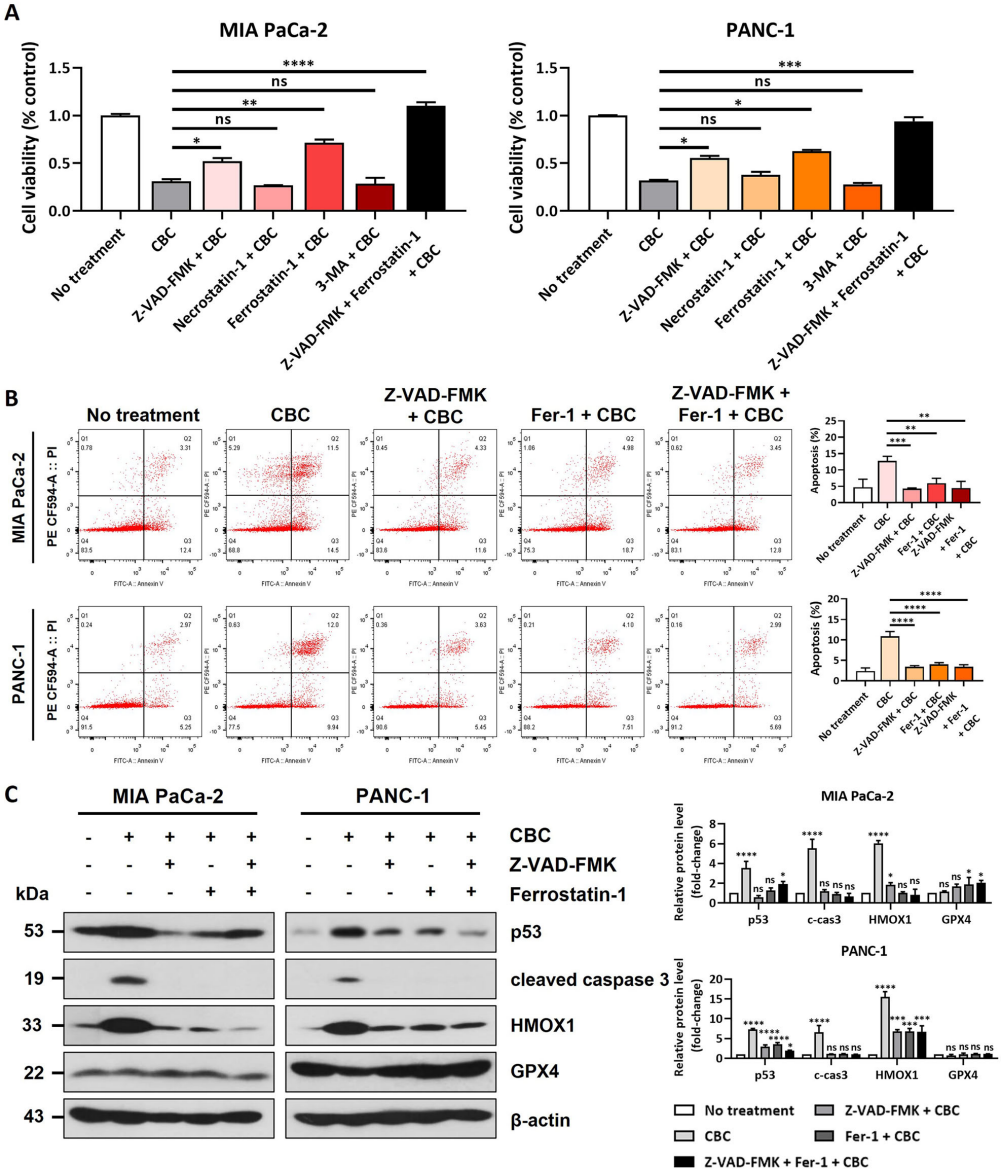
Combined inhibition of apoptosis and ferroptosis delays cannabichromene (CBC)-induced cell death. **A** An MTT assay was performed to confirm cell viability in both pancreatic cancer cell lines using several inhibitors related to cell death-related pathways. Treatment with Z-VAD-FMK or ferrostatin slightly restored the anti-proliferative activity of CBC in human pancreatic cells. **B** Annexin V-FITC/propidium iodide (PI) staining analysis showed that the dual inhibitory effects on apoptosis and ferroptosis inhibition additionally restored the CBC-induced dead cell population. Results are expressed as mean ± SD (*n* = 3). Statistical analysis was performed with one-way ANOVA followed by Tukey’s multiple comparison test, with *P* < 0.01 or *P* < 0.001 vs. no treatment or CBC. **C** Western blot analysis confirmed that protein expression was changed by CBC, Z-VAD-FMK, and ferrostatin-1. Statistical significance was determined using Student’s *t* tests, with *p*-values ≤ 0.05 indicating statistical significance. Results are expressed as mean ± SD (*n* = 3). Statistical analysis was performed with one-way ANOVA followed by Dunnett’s multiple comparison test, with *P* < 0.01 or *P* < 0.001 vs. no treatment. MIA PaCa-2 and PANC-1 cells were treated with 35 μM and 30 μM CBC, respectively. Additional treatments included 10 μM Fer-1, erastin, and necrostatin-1, as well as 20 μM Z-VAD-FMK.

### CBC treatment regulates TRPV1 and CB_2_ receptor expression

Previous studies have suggested that CBD and ∆^9^-THC exert anti-cancer effects through endocannabinoid system (ECS)-related receptors in several types of cancer, including gliomas [23]. To investigate the relevance of this with regard to CBC, we examined the expression of several receptors after CBC treatment via qRT-PCR (Fig. 5A). Levels of most receptors responded to CBC treatment; however, the expression of *TRPV1* and *CB2* receptors was notably increased at the mRNA level. Western blot and immunostaining analyses showed that TRPV1 and CB2 receptor expression was elevated near the cytoplasm and cell membrane after CBC treatment in a time-dependent manner (Fig. 5B, C). Additionally, we compared the regulatory effects of various cannabinoids, including CBC, CBD, and ∆^9^-THC, on TRPV1 and CB2 receptors (Fig. 5D). Western blot analysis revealed that CBC treatment resulted in the more pronounced regulation of CB2 and TRPV1 expression, compared to that with THC and CBD. These findings suggest that CBC induces cell death by upregulating TRPV1 and CB2 expression, acting more specifically than the other cannabinoids.

**Fig. 5:**
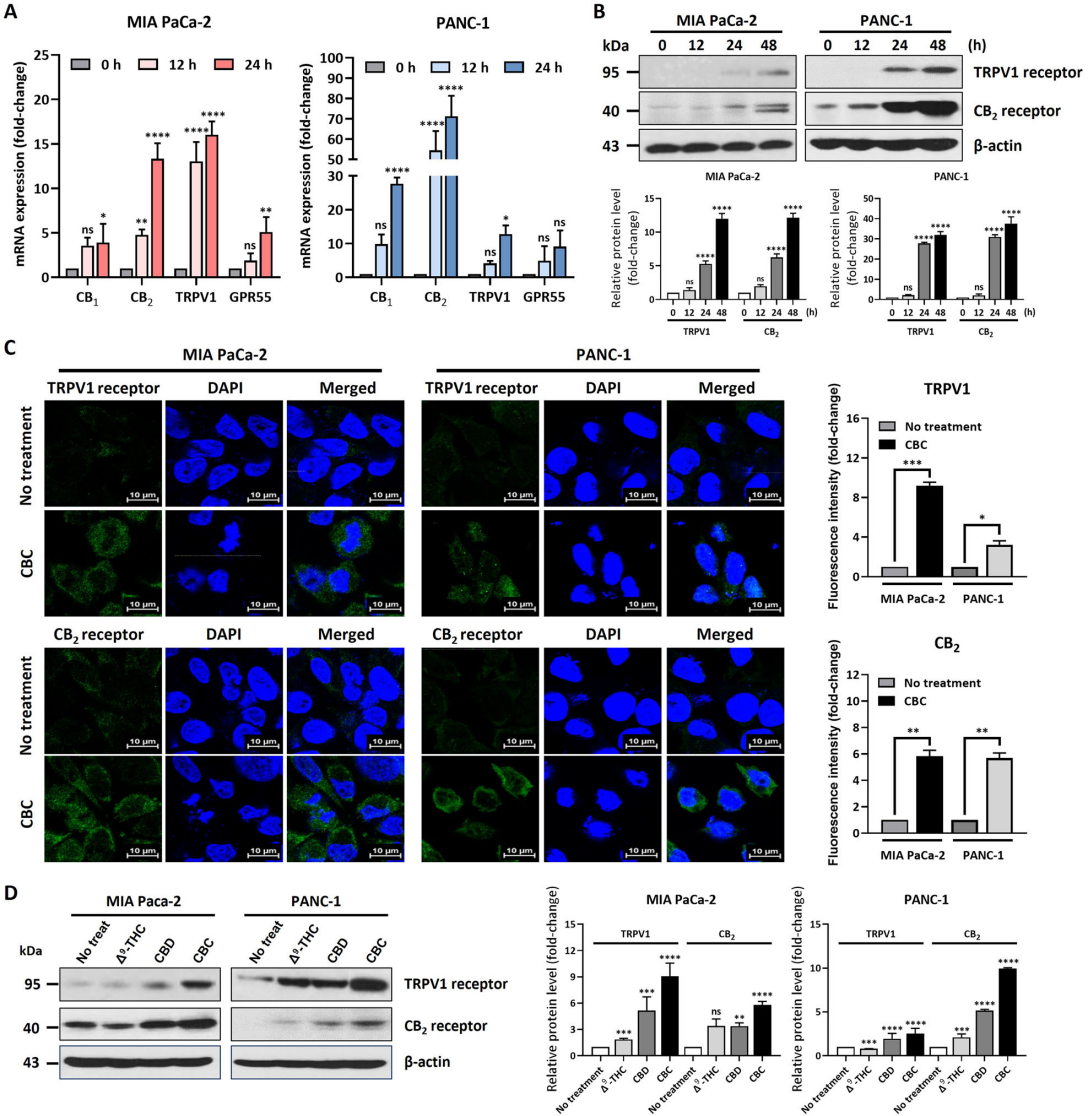
Cannabichromene (CBC) treatment increases the expression of CB_2_ and TRPV1 receptors in pancreatic cancer cells. **A** qRT-PCR analysis was performed to examine the expression of endocannabinoid receptors in CBC-treated pancreatic cancer cells. The expression of CB_2_ and TRPV1 receptor-encoding genes was increased by CBC treatment. Results are expressed as mean ± SD (*n* = 3). Statistical analysis was performed with one-way ANOVA followed by Dunnett’s multiple comparison test, with *P* < 0.01 or *P* < 0.001 vs. CTRL. **B** Western blot analysis of CB_2_ and TRPV1 receptors was performed on CBC-treated pancreatic cancer cells. The expression of CB_2_ and TRPV1 receptors was increased in CBC-treated cancer cells. The graphs were obtained from densitometric data based on western blot images. Results are expressed as mean ± SD (*n* = 3). Statistical analysis was performed with one-way ANOVA followed by Dunnett’s multiple comparison test, with *P* < 0.01 or *P* < 0.001 vs. CTRL. **C** Immunofluorescence analysis was also performed using CBC-treated pancreatic cancer cells. The expression of CB_2_ and TRPV1 receptor was increased by CBC treatment. The graphs were obtained from fluorescence images. **D** We also compared the expression of CB_2_ and TRPV1 receptors after treatment with three cannabinoids (tetrahydrocannabinol [THC], cannabidiol [CBD], and CBC). The three cannabinoids increased the expression of CB_2_ and TRPV1 receptors, but the effects of CBC were highly sensitive to the expression of the two receptors. The graphs were obtained from densitometric data based on western blot images. Statistical significance was determined using Student’s *t* tests, with *p*-values ≤ 0.05 indicating statistical significance. Results are expressed as mean ± SD (*n* = 3). Statistical analysis was performed with one-way ANOVA followed by Dunnett’s multiple comparison test, with *P* < 0.01 or *P* < 0.001 vs. CTRL. MIA PaCa-2 and PANC-1 cells were treated with 35 μM and 30 μM CBC, respectively. Additional treatments included 50 μM Δ^9^-THC and 20 μM CBD.

### Downregulation of TRPV1 and CB_2_ expression rescues CBC-induced apoptotic cell death

CBC treatment not only induced apoptosis and ferroptosis but also increased the expression of CB2 and TRPV1 receptors. To explore the potential interactions between ECS receptors and cell death, we performed inhibition experiments targeting CB2 and TRPV1. First, we prepared siRNAs targeting CB2 and TRPV1, transfected them into two pancreatic cancer cell lines, and confirmed knockdown via western blot analysis (Fig. 6A). FACS analysis revealed that the increase in the sub-G1 phase caused by CBC treatment was reversed after CB2 and TRPV1 knockdown (Fig. 6B; Supplementary Fig. S3A). Consistently, Annexin V/PI staining showed that the siRNA-mediated knockdown of these receptors rescued the apoptosis-positive cell population induced by CBC (Fig. 6C; Supplementary Fig. S3B). To further validate these results, pancreatic cancer cells were pretreated with capsazepine, a TRPV1 receptor antagonist, and SR144528, a CB2 receptor antagonist, prior to CBC treatment. These inhibitors exerted similar effects as the siRNA, indicating that blocking CB2 and TRPV1 affected CBC-induced cell death (Fig. 6D, E; Supplementary Fig. S4A, B). Next, we investigated the involvement of apoptosis in ECS expression by examining the cleaved forms of PARP-1 and caspase-3, two typical apoptotic markers (Fig. 6F). Western blot analysis demonstrated that the CBC-induced increase in cleaved PARP-1 and caspase-3 levels was reversed by receptor inhibition. In addition, we examined the relationship between ferroptosis and ECS receptor expression based on HMOX1 levels. Although HMOX1 expression was upregulated by CBC treatment, its expression was not affected by receptor inhibition (Supplementary Fig. S5). Thus, we suggest that TRPV1 and CB2 inhibition rescues CBC-induced apoptotic cell death, but not ferroptosis.

**Fig. 6:**
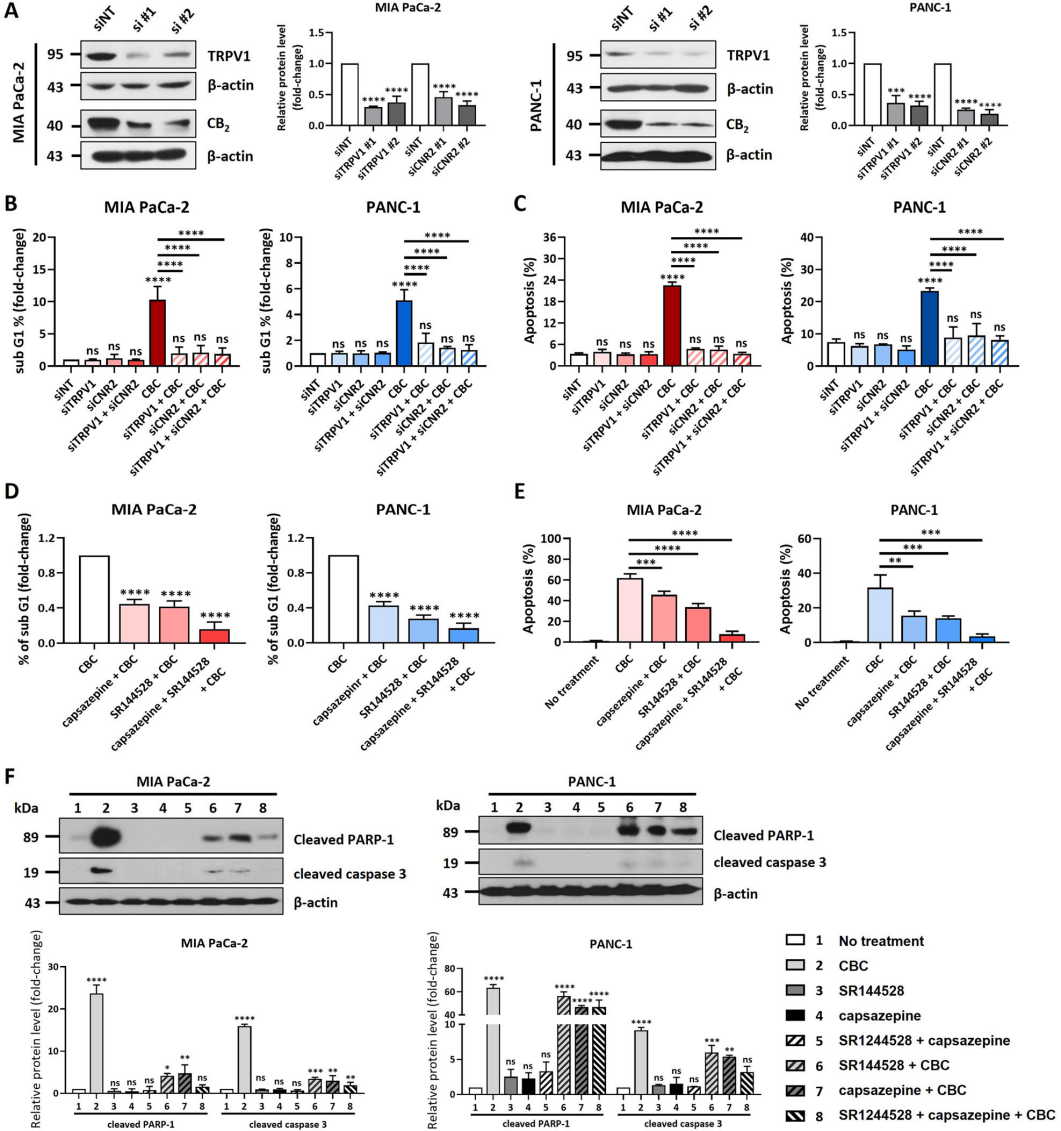
Inhibition of CB_2_ and TRPV1 receptors blocks cannabichromene (CBC)-induced apoptotic cell death. **A** Two siRNAs each targeting CB_2_ and TRPV1 were prepared and transfected into both MIA PaCa-2 and PANC-1 pancreatic cancer cells. The western blot image shows that CB_2_ and TRPV1 levels were successfully downregulated after siRNA transfection in the two pancreatic cancer cells. Results are expressed as mean ± SD (*n* = 3). Statistical analysis was performed with one-way ANOVA followed by Dunnett’s multiple comparison test, with *P* < 0.01 or *P* < 0.001 vs. CTRL. **B** The graphs were prepared after performing FACS analysis. CBC treatment increased the dead cell population in both pancreatic cancer cell lines, but this was severely decreased after siCB_2_ and siTRPV1 transfections. Results are expressed as mean ± SD (*n* = 3). Statistical analysis was performed with one-way ANOVA followed by Tukey’s multiple comparison test, with *P* < 0.01 or *P* < 0.001 vs. CTRL or CBC. **C** The graphs were prepared based on Annexin V-FITC/propidium iodide (PI) staining analysis. We also obtained similar data for the Annexin V-FITC/PI staining analysis. Results are expressed as mean ± SD (*n* = 3). Statistical analysis was performed with one-way ANOVA followed by Tukey’s multiple comparison test, with *P* < 0.01 or *P* < 0.001 vs. CTRL or CBC. **D** The graphs were prepared based on FACS analysis after treatment with cannabinoid inhibitors. The increased in the dead cell population induced by CBC treatment was dramatically decreased by both capsazepine and SR144528. Results are expressed as mean ± SD (*n* = 3). Statistical analysis was performed with one-way ANOVA followed by Dunnett’s multiple comparison test, with *P* < 0.01 or *P* < 0.001 vs. CBC. **E** The graphs were prepared based on Annexin V-FITC/PI staining analysis after treatment with cannabinoid inhibitors. We also obtained similar data for the Annexin V-FITC/PI staining analysis. Results are expressed as mean ± SD (*n* = 3). Statistical analysis was performed with one-way ANOVA followed by Tukey’s multiple comparison test, with *P* < 0.01 or *P* < 0.001 vs. CBC. **F** Western blot analysis was performed to examine whether apoptotic cell death is influenced after inhibition of the CB_2_ and TRPV1 receptor. CBC treatment increased cleaved forms of PARP-1 and caspase-3, but this was decreased after combination treatment with CBC and cannabinoid receptor inhibitors. The graphs were obtained using densitometric data from western blot images. Statistical significance was determined using Student’s *t* tests, with *p*-values ≤ 0.05 indicating statistical significance. Results are expressed as mean ± SD (*n* = 3). Statistical analysis was performed with one-way ANOVA followed by Dunnett’s multiple comparison test, with *P* < 0.01 or *P* < 0.001 vs. CTRL. MIA PaCa-2 and PANC-1 cells were treated with 35 μM and 30 μM CBC, respectively. Additional treatments included 5 μM capsazepine and 10 μM SR144528.

### CBC treatment inhibits pancreatic tumor growth in a xenograft mouse model

Our novel findings suggest that CBC treatment induces HMOX1-dependent ferroptosis in pancreatic cancer cells. To confirm these findings in vivo, we developed a xenograft model using nude mice over 3 weeks. Mice were treated with CBC or a combination of ferrostatin and CBC every 2 days via direct injection into the tumor (Fig. 7A). No significant weight loss was observed during CBC or ferrostatin treatment, indicating that CBC did not cause severe side effects in the mice (Fig. 7B). However, tumor mass, volume, and weight were significantly reduced by CBC treatment (Fig. 7C–E). No tumor regression was observed with the combined CBC and ferrostatin treatment, suggesting that CBC-mediated tumor regression is dependent on ferroptosis in pancreatic tumors. Histological analysis via H&E staining showed more significant cell death in tumors from mice treated with CBC compared to that in the PBS-treated or combination treatment groups (Fig. 7F). These results indicated that CBC treatment inhibits the growth of pancreatic tumors via ferroptosis in a xenograft mouse model. Tumor tissues were collected from euthanized mice and subjected to IHC staining for cell death markers and cannabinoid receptors (Fig. 7G). Ki67 expression was downregulated in CBC-treated mice compared to that in the PBS or combination treatment groups. In contrast, apoptosis- and ferroptosis-associated marker proteins were increased in tumors from CBC-treated mice. Additionally, endocannabinoid receptor expression was elevated in CBC-treated mice. Thus, CBC appears to regulate multiple cell death pathways and activate ECS receptors, contributing to tumor regression.

**Fig. 7:**
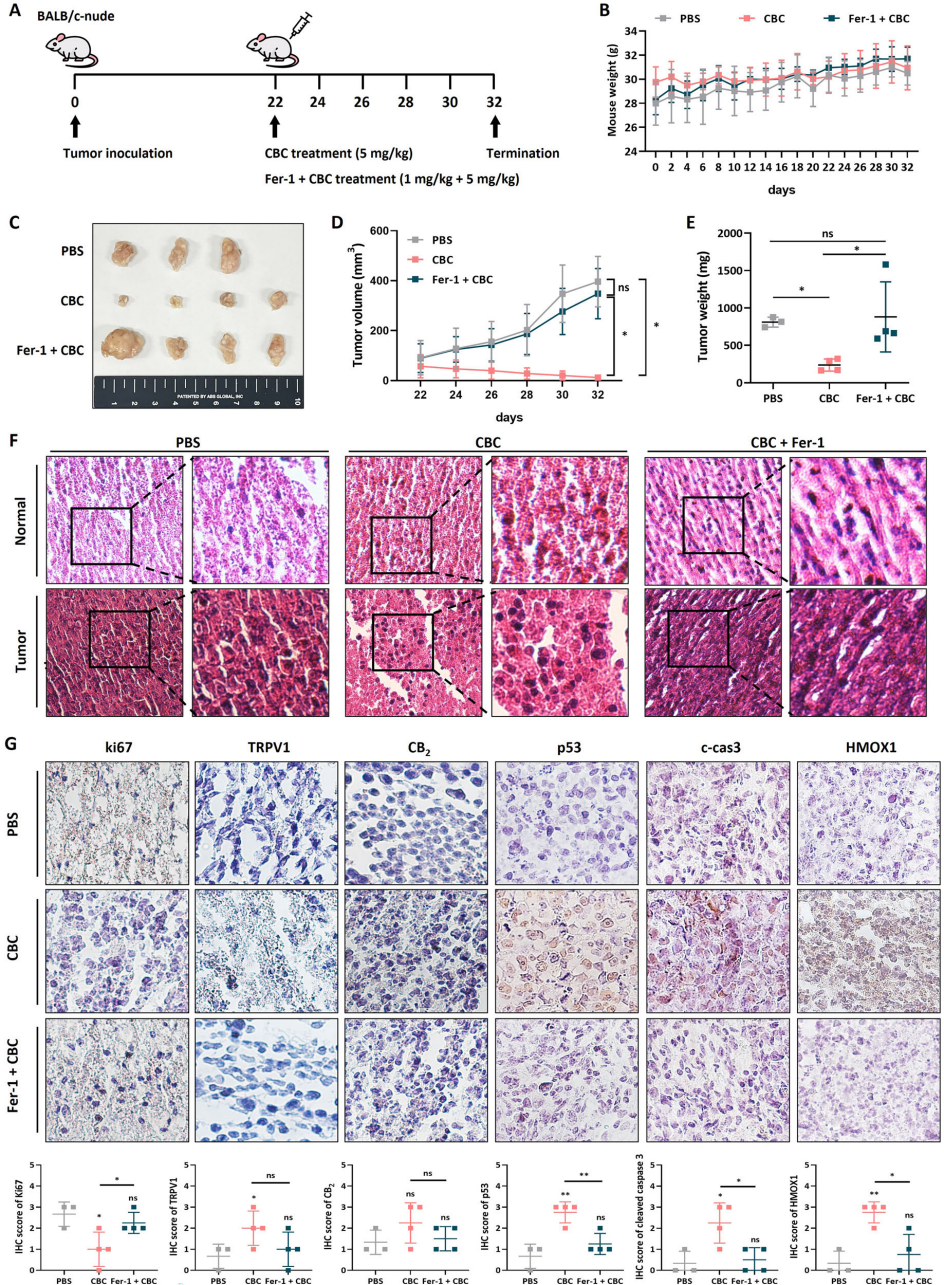
Cannabichromene (CBC) treatment results in tumor regression in mouse xenograft models. **A** A schematic diagram is presented showing the timeline of the tumor xenograft model using BALB/c-nude mice and CBC treatment. **B** Mouse weights were measured every other day after tumor inoculation. **C** Tumor size, **D** tumor volume, and **E** tumor weight were measured after euthanizing the mice. CBC resulted in a decrease in the tumor size and volume, but these effects on the size and volume were not observed with combination treatment comprising CBC and ferrostatin. Results are expressed as mean ± SD (PBS (*n* = 3), CBC (*n* = 4), Fer-1 + CBC (*n* = 4)). Statistical analysis was performed with one-way ANOVA followed by Tukey’s multiple comparison test, with *P* < 0.01 or *P* < 0.001 vs. PBS or CBC. **F** Representative H&E staining images were compared between normal and tumor regions. **G** Immunohistochemistry (IHC) images were obtained for apoptotic marker proteins, including p53, cleaved PARP-1, and cleaved caspase-3. IHC images were obtained for ferroptosis marker proteins, including HMOX1 and SLC7A11. IHC images were also obtained for endocannabinoid-related proteins, including CB_2_ and TRPV1 receptor proteins. The graphs were generated based on densitometric data from IHC images. Statistical significance was determined using Student’s *t* tests, with *p*-values ≤ 0.05 indicating statistical significance. Results are expressed as mean ± SD (PBS (*n* = 3), CBC (*n* = 4), Fer-1 + CBC(*n* = 4)). Statistical analysis was performed with one-way ANOVA followed by Tukey’s multiple comparison test, with *P* < 0.01 or *P* < 0.001 vs. PBS or CBC.

## Discussion

Cannabinoids have gained significant attention in cancer research owing to their potential antitumor effects [24]. Among them, Δ^9^-THC and CBD have been extensively studied for their anti-cancer properties. Δ^9^-THC interacts with the ECS, specifically binding to CB1 receptors, which triggers cancer cell apoptosis and autophagy in gliomas and other cancers [25]. Similarly, cannabidiol inhibits cancer cell proliferation through CB2 receptor activation, inducing cell death in breast and lung cancers [26]. Although some studies suggest that CBC might modulate inflammation and neurological functions through ECS receptors, such as TRPV1 and CB2, a significant gap in the understanding of its direct anti-cancer mechanisms remains [27]. Unlike Δ^9^-THC and CBD, for which pathways that induce cancer cell death are well-documented, the precise biological effects of CBC on tumor progression remain largely unknown. This highlights the need for further research to elucidate the specific functional roles of CBC in cancer therapies.

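The 2 lines, each with its own control, were also used as the only replication of CBC against PBS. In edgeR's quasi-likelihood test with the cell line as a block, which the paper did not run and which leaves 1 residual degree of freedom, 771 of 16381 genes had a Benjamini-Hochberg adjusted p under 0.05, 370 higher and 401 lower. The balance of directions depended on the scaling, with 404 higher and 333 lower genes under library totals. HMOX1 had a log2 fold change of 4.99 across both lines (standard error 0.24, adjusted p = 0.000761 from edgeR's quasi-likelihood test) and rose in both of them. The test called 32 of 50 genes of the cell cycle list and 43 when adjusted over the list alone. Of 40 genes of the DNA replication list, it called 30, and 35 adjusted over the list alone. Of the ferroptosis list, 13 of 38 genes were called, and 18 adjusted over the list alone. The 13 include HMOX1, CHAC1 and SLC7A11, which the paper names. Of the apoptosis list, 7 of 46 genes were called, and 18 adjusted over the list alone. The list of oxidative stress genes, written as targets of NRF2, had a median log2 fold change of 0.45 in MIA PaCa-2 cells and 0.73 in PANC-1 cells, each above all matched random lists, and 9 of its 27 genes were called, or 13 adjusted over the list alone. With DESeq2 in place of edgeR, 1371 genes were called, and without the block for cell line the count was 0, with 354 genes at an unadjusted p under 0.05.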

Our mRNA-seq analysis revealed that CBC treatment upregulated the expression of genes related to apoptosis, ferroptosis, and oxidative stress, while downregulating those involved in cell cycle progression and DNA replication. Previous studies have demonstrated that cannabinoids activate specific signaling pathways that lead to programmed cell death. For example, cannabidiol alters the balance between BAX and Bcl-2 proteins, intrinsically regulating the apoptotic pathway [28]. Moreover, CBD treatment upregulates the expression of cell death-related proteins, such as p53, PARP, RIP1, RIP3, Atg12, and Beclin, suggesting that CBD regulates multiple forms of cell death. Additionally, CBD induces the expression of E-cadherin, peroxisome proliferator-activated receptors-γ (PPARγ), clathrin, β-adaptin, and Tsg101, which are associated with cellular differentiation and vesicle formation [29]. Metallothionein family genes are also regulated during CBD-induced apoptotic cell death, indicating their specific role in this process [30]. CBD increases mitochondrial membrane permeability, leading to cytochrome c release and the activation of extrinsic apoptotic pathways [31]. Similarly, Δ^9^-THC binds to CB1 and CB2 receptors in cancer cells, triggering apoptosis through a cascade of intracellular events. Δ^9^-THC also regulates vesicle formation and cell death [32]. In our study, CBC treatment induced cell death in pancreatic cancer cells, disrupting the cell cycle by increasing the sub-G1 phase and upregulating expression of the tumor suppressor p53. CBC also increased the levels of cleaved forms of PARP-1, caspase-3, and caspase-9, while downregulating the expression of cyclins, including cyclin D3, cyclin E, and cyclin B1. Whereas plant extracts such as curcumin can inhibit cell cycle progression and reduce inflammation and EGCG induces apoptosis and inhibits angiogenesis [33], cannabinoids including CBD and Δ^9^-THC share common pathways that induce cell death through mechanisms such as caspase activation, mitochondrial membrane modulation, and increased oxidative stress. Therefore, the apoptosis-inducing effects of CBC in pancreatic cancer cells seem to reflect a common molecular trait shared by cannabinoids, involving the disruption of key survival pathways and the activation of intrinsic and extrinsic apoptotic signals.

Ferroptosis is a novel form of regulated cell death characterized by iron dependency and the accumulation of lipid peroxides during cell death [34]. Among ferroptosis-related genes, *HMOX1* contributes to ROS production and increases intracellular ferric iron levels by inhibiting GPX4, a crucial enzyme involved in preventing ferroptosis [35]. Several anti-cancer drugs induce ferroptosis through different mechanisms. Erastin, one of the earliest discovered ferroptosis inducers, is a small molecule that inhibits the cysteine/glutamate antiporter system [36]. By blocking cysteine uptake, erastin depletes intracellular glutathione, an antioxidant critical for cellular defense [37]. Another potent ferroptosis inducer, RSL3, operates through the direct inhibition of GPX4, which impairs the ability of the cell to neutralize lipid peroxides, thereby promoting ferroptosis [38]. Beyond these targeted inducers, broad-spectrum drugs such as sorafenib, a multi-kinase inhibitor used to treat hepatocellular carcinoma, also trigger ferroptosis by inhibiting the cystine/glutamate antiporter and reducing glutathione levels [39]. In the present study, CBC regulated the expression of ferroptosis-related genes, including *HMOX1*, while simultaneously inducing ROS production and lipid peroxidation. The CBC-mediated induction of ferroptosis was reversed after co-treatment with ferrostatin-1, a known ferroptosis inhibitor, suggesting that CBC might function as a novel ferroptosis inducer. Moreover, increased HMOX1 expression was observed in CBC-treated xenografts based on IHC analysis, further indicating that CBC tightly regulates HMOX1, both in vitro and in vivo. Notably, the ferroptotic mechanisms associated with other cannabinoids, such as CBD and Δ^9^-THC, have not been fully elucidated. Although this regulation of ferroptosis might represent a unique mechanism associated with CBC, we cannot exclude the possibility that it reflects a broader pharmacological trait common to cannabinoids. Additionally, our results showed that co-treatment with Z-VAD-FMK and ferrostatin-1 restores CBC-induced cell death, suggesting that CBC simultaneously induces apoptosis and ferroptosis, thereby enhancing its anti-cancer efficacy. Iberverin is a natural compound extracted from *Brassica oleracea* var. *capitata*, which induces ferroptosis in hepatocellular carcinoma cells by downregulating SLC7A11 and promoting GPX4 degradation [40]. In contrast, triptolide, another natural compound, inhibits SLC7A11 and GPX4 activity, leading to ferroptosis-induced cardiotoxicity [41]. Isoliquiritigenin, a compound extracted from licorice root, induces ferroptosis in gallbladder cancer cells by promoting *HMOX1* expression [42]. Similarly, the curcumin synthetic analog EF24 has been reported to induce ferroptosis in osteosarcoma by upregulating *HMOX1* and increasing MDA and ROS levels [43]. The above evidence suggests that ferroptosis may be triggered either via the *GPX4*-dependent pathway or via an alternative mechanism involving *HMOX1*. The present study demonstrates that CBC treatment induces ferroptosis by upregulation of *HMOX1*, but does not exclude the possibility of ferroptosis induction via *GPX4*.

The pharmacological activity of cannabinoids is primarily mediated by the ECS, a signaling network responsible for maintaining homeostasis in the body [44]. The ECS consists of two main receptors, CB1 and CB2, which are distributed across various tissues and organs [45]. CB1 receptors are predominantly found in the central nervous system, including the brain and spinal cord. In contrast, CB2 receptors are more abundant in peripheral tissues, particularly immune cells, where they play a role in modulating inflammation and immune responses [46]. Besides interacting with ECS receptors, cannabinoids affect also non-ECS receptor targets, such as the serotonin receptor 5-HT1A, the non-selective TRPV1 cation channel with preference for calcium ions [47], and PPARs, explaining their broad physiological effects [48]. Owing to structural differences, Δ^9^-THC and CBD exhibit distinct interactions with cannabinoid receptors. Δ^9^-THC is known to act as a partial agonist of CB1 and CB2 receptors [49]. Instead, CBD interacts with multiple receptors, including CB1, CB2, GPR55, and TRPV1 [50], but acts as an antagonist of the CB1 receptor [49]. This difference in CB1 receptor activation explains why THC, but not CBD, produces psychoactive effects such as euphoria, altered cognition, and pain relief [51]. Our experiments using Annexin V/PI staining and FACS analysis revealed that CBC-induced cell death was significantly affected when CB2 and TRPV1 were silenced using siRNA, indicating that CBC might exert its anti-cancer effects through these two receptors. Interestingly, after CB2 and TRPV1 inhibitor treatment, cleavage of the apoptosis markers caspase-9 and caspase-3 was diminished, whereas *HMOX1*, a key gene associated with ferroptosis, was unaffected. This suggests that the CB2- and TRPV1-mediated apoptotic effects of CBC might have a stronger influence on apoptosis than ferroptosis. Whereas CBC engages both apoptotic and ferroptotic pathways, the CB2 and TRPV1 receptors appear to predominantly regulate the apoptotic aspect of cell death, implying a more nuanced role for CBC in cancer therapy that could vary depending on the targeted cell death mechanism.

Our current study demonstrates that CBC modulates multiple forms of cell death by regulating the expression of proteins involved in both apoptotic and ferroptotic pathways. Although CBC-induced apoptosis was dependent on TRPV1 and CB2 receptors, the ferroptotic pathway appeared to be independent of these receptors (Fig. 8). Accordingly, we propose that CBC exerts its pharmacological effects through the integrative modulation of multiple cell death pathways, which could offer therapeutic benefits for pancreatic cancer treatment. These results enhance our understanding of how CBC induces diverse cell death mechanisms via ECS receptors, not only in pancreatic cancer but also in other cancer models. This study provides a promising foundation for the development of cannabinoid-based anti-cancer drugs, offering a new strategy for targeting various types of cancer through the modulation of apoptosis and ferroptosis.

**Fig. 8:**
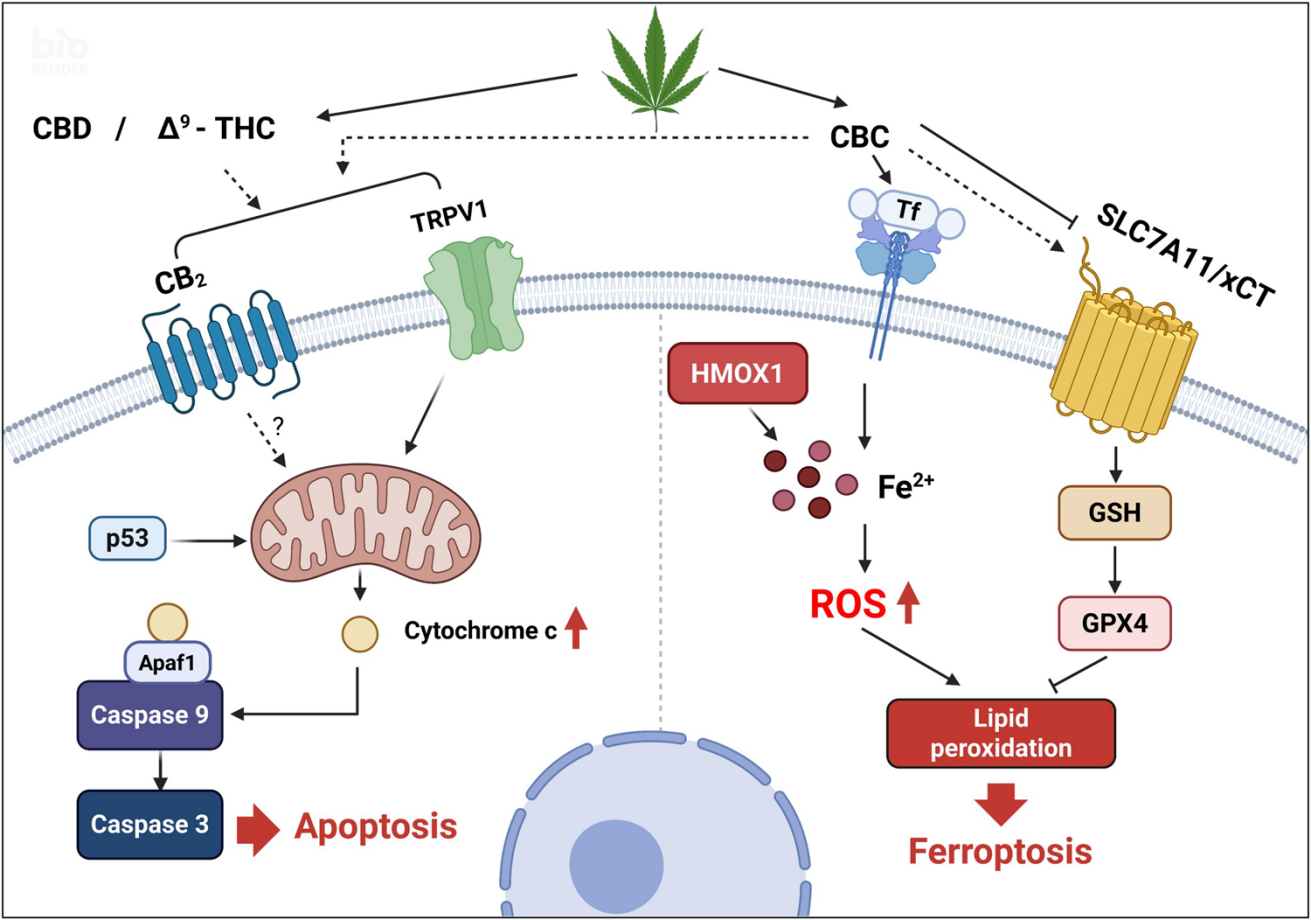
Schematic diagram showing the multiple cell death pathways affected by cannabichromene (CBC) treatment. CBC regulates cell death pathways associated with apoptosis, ferroptosis, and the activation of cannabinoid receptors in an integrative manner.

## Materials and methods

### Cell culture and reagents

MIA PaCa-2 and PANC-1 human pancreatic cancer cells were purchased from the non-profit Korean Cell Line Bank (Seoul, Korea). Cells were maintained and grown in Dulbecco’s modified Eagle’s medium (DMEM; Welgene, Seoul, Korea) supplemented with 10% fetal bovine serum (Merck Millipore, MA, USA) and 1% penicillin–streptomycin (Welgene). Cells were cultured at 37 °C in a 5% CO_2_ incubator (Thermo Fisher Scientific, Waltham, MA, USA). The cellular morphology was observed using a phase-contrast microscope (Ts100; Nikon, Tokyo, Japan). CBC, CBD, and Δ^9^-THC were purchased from Cayman Chemical (Ann Arbor, Michigan, USA). Additionally, CBC was extracted and purified in-house via high-performance liquid chromatography using hemp plants cultivated at the Chuncheon Bio Foundation. CBC was dissolved in acetonitrile, and aliquots were stored at −20 °C. We added 35 µM and 30 µM CBC to MIA PaCa-2 and PANC-1 cells, respectively. CB2 and TRPV1 antagonists were purchased from Abcam (Cambridge, UK) and added at a concentration of 10 µM.

### MTT assay

Cell viability was measured using MTT (3-(4,5-dimethylthiazol-2-yl)-2,5-diphenyltetrazolium bromide) assays. The MTT reagent was diluted in phosphate-buffered saline (PBS). Approximately, 7 × 10^3^ cells/well were seeded in 96-well plates, and the following day, each well was treated with CBC in pentaplicate and incubated for the indicated periods. Then, 200 μL of 1 × MTT solution was added and the plates and incubated at 37 °C for 3 h. After incubation, the MTT solution was discarded, and the intracellular purple insoluble formazan was solubilized by adding 100 μL of dimethylsulfoxide. After shaking the plate, absorbance was measured at 570 and 690 nm using a microplate reader (Bio-Rad, Hercules, CA, USA). The half-maximal inhibitory concentration (IC_50_) for cell viability was calculated using GraphPad Prism 8.0.

### Flow cytometric analysis

Pancreatic cancer cells (6 × 10^5^ cells) were seeded in 60-mm dishes and cultured for 24 h at 37 °C in a 5% CO_2_ incubator. The cells were treated or not treated with CBC for 12, 24, or 48 h. After treatment, the cells were harvested, washed twice with PBS, and fixed in 75% ethanol for 24 h. Following fixation, cells were washed three times with PBS to remove residual ethanol and incubated at 37 °C with RNase A (20 μg/mL). The cells were stained with propidium iodide (50 μg/mL) for 30 min. Cell cycle distribution was analyzed using flow cytometry (FACSymphony, Bergen County, NJ, USA) according to the manufacturer’s protocol.

### Annexin V/propidium iodide (PI) staining

Approximately, 2 × 10^5^ cells/well were seeded in 6-well plates and cultured for 24 h at 37 °C in a 5% CO_2_ incubator. Next, the cells were treated with CBC for 24 h. Apoptosis in pancreatic cancer cells was assessed using a double-staining method comprising Annexin V-FITC and PI (BioVision, Milpitas, CA, USA). The cells were incubated with 50 μL of Annexin V-FITC for 10 min in the dark at room temperature, and PI was added. The apoptotic cells were analyzed using a flow cytometer (FACSymphony, Bergen County, NJ, USA) and visualized using a confocal microscope (Nikon, Minato, Tokyo, Japan).

### Western blot analysis

Approximately, 7 × 10^6^ cells were seeded in 100-mm dishes and cultured for 24 h at 37 °C in a 5% CO_2_ incubator. Next, the cells were treated or not treated with CBC for 12, 24, and 48 h. Proteins were extracted using radioimmunoprecipitation assay lysis buffer (25 mM Tris-HCl [pH 7.6], 150 mM NaCl, 1% NP-40, 1% sodium deoxycholate, and 0.1% sodium dodecyl sulfate) containing protease inhibitors. The total protein content was determined using the Bradford reagent (Bio-Rad, Hercules, CA, USA), and 30 µg of protein was separated via sodium dodecyl sulfate-gel electrophoresis and transferred onto a polyvinylidene fluoride (PVDF) membrane. The PVDF membrane was blocked with 5% skim milk for 30 min at room temperature and incubated with the primary antibody overnight at 4 °C. After washing, the membranes were incubated with HRP-conjugated goat anti-mouse IgG or HRP-conjugated goat anti-rabbit IgG secondary antibodies at room temperature for 1 h. Finally, proteins were detected using an ECL protein detection kit (GE Healthcare, Chicago, IL, USA). Primary antibodies against PARP-1 (Cat. # 9542 RRID:AB_2160739), caspase-9 (Cat. # 9502 RRID:AB_2068621), and caspase-3 (Cat. # 9665 RRID:AB_2069872) were purchased from Cell Signaling Technology (Danvers, MA, USA). Antibodies against p53 (Cat. # sc-126, RRID:AB_628082), cyclin E (Cat. # sc-247, RRID:AB_627357), cyclin D3 (Cat. # sc-6283, RRID:AB_627355), cyclin B1 (Cat. # sc-245, RRID:AB_627338), and β-actin (Cat. # sc-47778, RRID:AB_626632) were purchased from Santa Cruz Biotechnology (Dallas, TX, USA). Anti-HMOX1 (Cat. # ab68477, RRID:AB_11156457), anti-GPX4 (Cat. # ab125066, RRID:AB_10973901), anti-Ki67 (Cat. # ab16667, RRID:AB_302459), and anti-cannabinoid receptor 2 (Cat. # ab3561, RRID:AB_303908) antibodies was obtained from Abcam. Finally, the antibody against TRPV1 (Cat. # PA1-748, RRID:AB_2209010) was purchased from Invitrogen (Thermo Fisher Scientific).

### Immunostaining

Cells were cultured on glass coverslips, washed with PBS, and fixed with a 4% paraformaldehyde before permeabilization with 0.1% Triton X-100 in PBS for 5 min. After blocking for 1 h with 5% skim milk in PBS, the slides were incubated with the primary antibody (1:100) at room temperature for 1 h. The primary antibody was prepared using 5% skim milk. After washing with PBS, the cells were incubated with an Alexa 488-conjugated goat anti-mouse IgG secondary antibody (1:200; Abcam, Boston, MA, USA), which was diluted 1:500 in 5% skim milk. Cells were counterstained with DAPI.

### Quantitative real-time polymerase chain reaction (qRT-PCR) analysis

Total RNA was isolated using TRIzol reagent (Ambion, North Greenbush, NJ, USA). The quality and quantity of RNA were assessed using a spectrophotometer (BMG Labtech, Ortenberg, Germany). Complementary DNA (cDNA) was synthesized in a 20 μL reaction mixture containing 1 μg RNA, oligo dT, 5 × buffer, 10 mM dNTP, and M-MLV reverse transcriptase. qRT-PCR analysis was performed using SYBR Green qPCR PreMIX (Enzynomics, Daejeon, Korea) according to the manufacturer’s instructions. The total reaction volume was 20 μL, and it contained cDNA, the qPCR mix, and primers. The PCR reaction conditions were as follows: initial denaturation at 95 °C for 10 min, followed by 40 cycles of 95 °C for 15 s and 60°C for 1 min. Melting curve analysis was conducted from 60 °C to 95 °C, with readings taken every second. The 2^-ΔΔCT comparative method was used for relative gene expression quantification, with CT values normalized to those of the *β-actin* housekeeping gene. Primers were purchased from Genotech, Inc. (Daejeon, Korea). The target sequences were amplified using the following primers:

**Table:** 

HMOX1	F	5′-AGGTCATCCCCTACACACCA-3′
	R	5′-TCTGGGCAATCTTTTTGAGC-3′
CHAC1	F	5′-TGGTGACGCTCCTTGAAGAT-3′
	R	5′-CCAGACGCAGCAAGTATTCA-3′
SLC3A2	F	5′-TCTTGATTGCGGGGACTAAC-3′
	R	5′-GCCTTGCCTGAGACAAACTC-3′
SLC7A11	F	5′-CCACTGTTCATCCCAGCTTT-3′
	R	5′-CCTGGGTTTCTTGTCCCATA-3′
FTH1	F	5′-GACCCCCATTTGTGTGACTT-3′
	R	5′-CAGGGTGTGCTTGTCAAAGA-3′

### Library preparation and sequencing

Libraries were prepared from total RNA using the NEBNext Ultra II Directional RNA-Seq Kit (New England BioLabs Inc., UK), and mRNA was isolated using a Poly(A) RNA Selection Kit (Lexogen, Inc., Austria). Isolated mRNA was subsequently used for cDNA synthesis and sharing following the manufacturer’s instructions. Indexing was conducted using Illumina Indexes 112. The enrichment step was performed using PCR. The libraries were assessed using a TapeStation HS D1000 Screen Tape (Agilent Technologies, Amstelveen, The Netherlands) to evaluate the mean fragment size. Quantification was performed using a library quantification kit in conjunction with a StepOne Real-Time PCR System (Life Technologies). High-throughput sequencing was performed as paired-end 100 sequencing using NovaSeq 6000 (Illumina, Inc., USA).

### RNA-seq data analysis

Raw sequencing data quality control was performed using Fast QC (Simon, 2010). Adapter and low-quality reads (<Q20) were removed using cutadapt software (version 2.7). The trimmed reads were aligned to the *Homo sapiens* reference genome (GRCh38) using STAR software with FTH1defaFult parameters [52]. After alignment, the numbers of reads mapped to gene features (GTF file of GRCh38.89) were counted using HTSeq [53]. Subsequently, read counts for the samples in each condition were normalized using the trimmed mean of M-values normalization in the edgeR package [54]. Differentially expressed genes (DEGs) were identified by log_2_-fold changes >1 when comparing the CBC-treated sample with its respective vehicle control in each cell line; for example, MIA PaCa-2 (CBC) vs. MIA PaCa-2 (control) and PANC-1 (CBC) vs. PANC-1 (control). Gene set enrichment analysis of DEGs was performed using DAVID software [55]. Gene Ontology (GO) biological processes and DEG-associated enriched pathways were identified as those with *p*-values < 0.05. Raw RNA-seq data were deposited in the Gene Expression Omnibus (GEO) database under accession ID GSE291851.

### Transfection

siRNAs were purchased from Bioneer, and non-target siRNA (NT siRNA) was used as a negative control. For siRNA transfection, 2 × 10^5^ pancreatic cancer cells per well were seeded in 60 or 100 mm culture dishes in serum-free medium. After 4 h, CNR2, TRPV1, and HMOX1 along with NT siRNA were transfected into the cells using Lipofectamine 2000 transfection reagent (Invitrogen), following the manufacturer’s instructions.

**Table:** 

Gene	siRNA #	Sequence (5′-3′)	
CNR2	1269-1	CAGUUCACUCCCUGGAAGA	UCUUCCAGGGAGUGAACUG
	1269-2	GUCAAGAAGGCCUUUGCUU	AAGCAAAGGCCUUCUUGAC
TRPV1	7442-1	GAUUGAAGACGGGAAGAAU	AUUCUUCCCGUCUUCAAUC
	7442-2	GUGUUAGGAGGAGUCUACU	AGUAGACUCCUCCUAACAC
HMOX1	3162-1	CAAAAAGAUUGCCCAGAAA	UUUCUGGGCAAUCUUUUUG
	3162-2	CACAAACCUGAAAAGAUGU	ACAUCUUUUCAGGUUUGUG

### Reactive oxygen species (ROS) analysis

The cells were cultured in 60 mm culture dishes overnight to facilitate adhesion and treated with the reagent for 24 h. Subsequently, diluted 10 mM carboxy-H_2_DCFDA (Invitrogen) was added to the medium, followed by incubation at 37 °C for 30 min. Cells were gently washed twice with warm PBS. ROS levels were determined via flow cytometry using 488 nm excitation and 525 nm emission wavelengths (FACSymphony, Bergen County, NJ, USA).

### Lipid peroxidation

Relative lipid peroxidation levels in the cells were assessed using a lipid peroxidation kit (DoGenBio, Seoul, Korea). Cells were seeded in 60 mm culture dishes 24 h before treatment with CBC and ferroptosis-related reagents. Approximately, 7 × 10^5^ cells were seeded. Cells were harvested after treatment with different reagents for 24 h, and lipid peroxidation was analyzed according to the manufacturer’s instructions.

### GSH assay

The relative GSH/GSSG ratio in the cell lysates was assessed using a Glutathione Assay Kit (Biomax, Guri, Korea) according to the manufacturer’s instructions. The total glutathione content was calculated by measuring the optical density at 412 nm.

### Animal experiment

MIA PaCa-2 pancreatic cancer cells were used to establish a xenograft tumor model. Cells were harvested via trypsinization and resuspended in DMEM. Then, 8 × 10^6^ cells in 50 μL were subcutaneously injected into 6-week-old male nude mice. Eleven mice were randomly assigned to three groups, PBS, CBC, and Fer-1 + CBC (*n* = 3 or 4 per group). CBC (5 mg/kg) was administered via subcutaneous injection every 2 days, starting 22 days after tumor implantation. The mice were euthanized on day 32 to harvest the tumors. Mouse experiments were approved by the Institutional Animal Care and Use Committee of Kangwon National University (KW-240320-2). Mice were housed under specific pathogen-free conditions at the animal facility and handled according to the guidelines by the Institutional Animal Care and Use Committee.

### Hematoxylin and eosin (H&E) staining

Tissue sections were deparaffinized using xylene and then rehydrated using a graded series of ethanol and water. Subsequently, the sections were stained with H&E. The stained slides were scanned at 40× magnification.

### Immunohistochemistry (IHC)

IHC was performed on tumors fixed overnight in 4% formalin. The tissue sections were deparaffinized and rehydrated according to the protocol for H&E staining and then heated at 90 °C in citrate buffer (Diagnostic Biosystems, Pleasanton, CA, USA) for 10 min. Subsequently, sections were incubated with 3% hydrogen peroxide (Walgreens, Deerfield, IL, USA) for 5 min to block endogenous peroxidase activity. The sections were then incubated overnight at 4 °C with anti-Ki67, anti-CB2, anti-TRPV1, anti-p53, anti-cleaved caspase-3, anti-HMOX1, or anti-GPX4 antibodies. The following day, the sections were incubated with a conjugated secondary antibody for 30 min and developed using DAB (Agilent/Dako, Santa Clara, CA, USA), followed by hematoxylin staining. The sections were then dehydrated, and the stained slides were scanned at a 40× magnification.

### Statistical analysis

Statistical analyses were performed using GraphPad Prism 8.0, FlowJo, and ImageJ software. The graphs show the mean ± standard deviation of at least three independent experiments. GO and KEGG pathway analyses were performed using DAVID software. Statistical significance was determined using Student’s *t* tests, with *p*-values ≤ 0.05 indicating statistical significance. (*P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001) Statistical differences were determined by one-way analysis of variance (ANOVA) followed, when significant, by Dunnett’s or Tukey’s multiple comparison post hoc tests. The effects were considered significant at *P* < 0.05.

## Supplementary information

Supplementary Figures

Western blot uncropped image

## Data Availability

The datasets used and/or analyzed during the current study available from the corresponding author on reasonable request.

# Supplementary material for: Cannabichromene: integrative modulation of apoptosis, ferroptosis, and endocannabinoid signaling in pancreatic cancer therapy
**Source:** Cell Death Discov. 2025 Aug 11;11:377. doi: 10.1038/s41420-025-02674-8
**Supplement:** Supplementary file 1 — Supplementary Figures

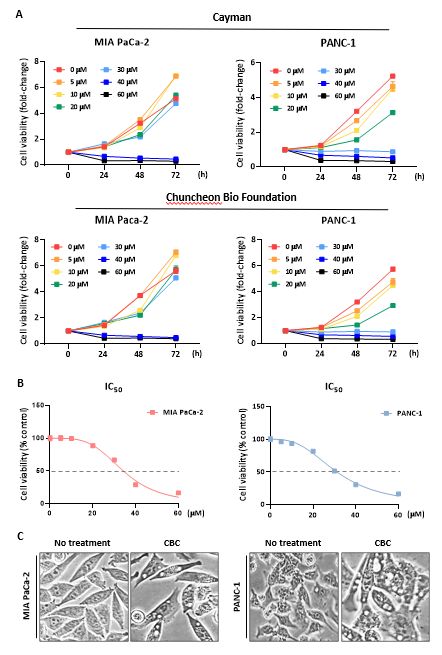

**Supplementary Fig S1. Growth inhibitory effect and morphological changes induced by cannabichromene (CBC) treatment.** (A) An MTT assay was performed to evaluate the growth-inhibitory effects of CBC on MIA PaCa-2 and PANC-1 pancreatic cancer cells. The cell proliferation inhibitory effects of CBC obtained from Cayman Inc. and Chuncheon Bio Foundation were compared (*Upper:* CBC from Cayman Inc.; *Lower:* CBC from Chuncheon Bio Foundation). (B) The IC_50_ values were determined using GraphPad Prism (MIA PaCa-2 = 34.33 μM, PANC-1 = 31.65 μM). (C) Morphological changes and intracellular vesicle formation induced by CBC treatment were also observed.

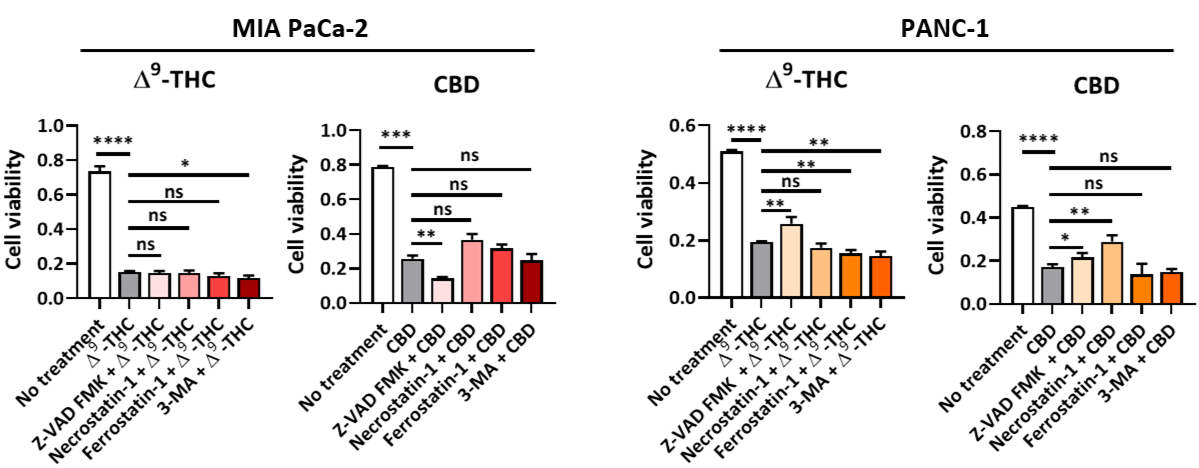

**Supplementary Fig S2. Cell viability changes after combination treatment with several inhibitors and Δ^9^-tetrahydrocannabinol (Δ^9^-THC)** **or cannabidiol (CBD).** Δ^9^-THC treatment reduced cell viability, but combination treatment with several inhibitors did not result in any significant changes. CBD treatment resulted in a significant decrease in cell viability, which was recovered only after combination treatment with Z-VAD-FMK and necrostatin-1. Statistical significance was determined using Student’s t-tests, with p-values ≤ 0.05 indicating statistical significance.

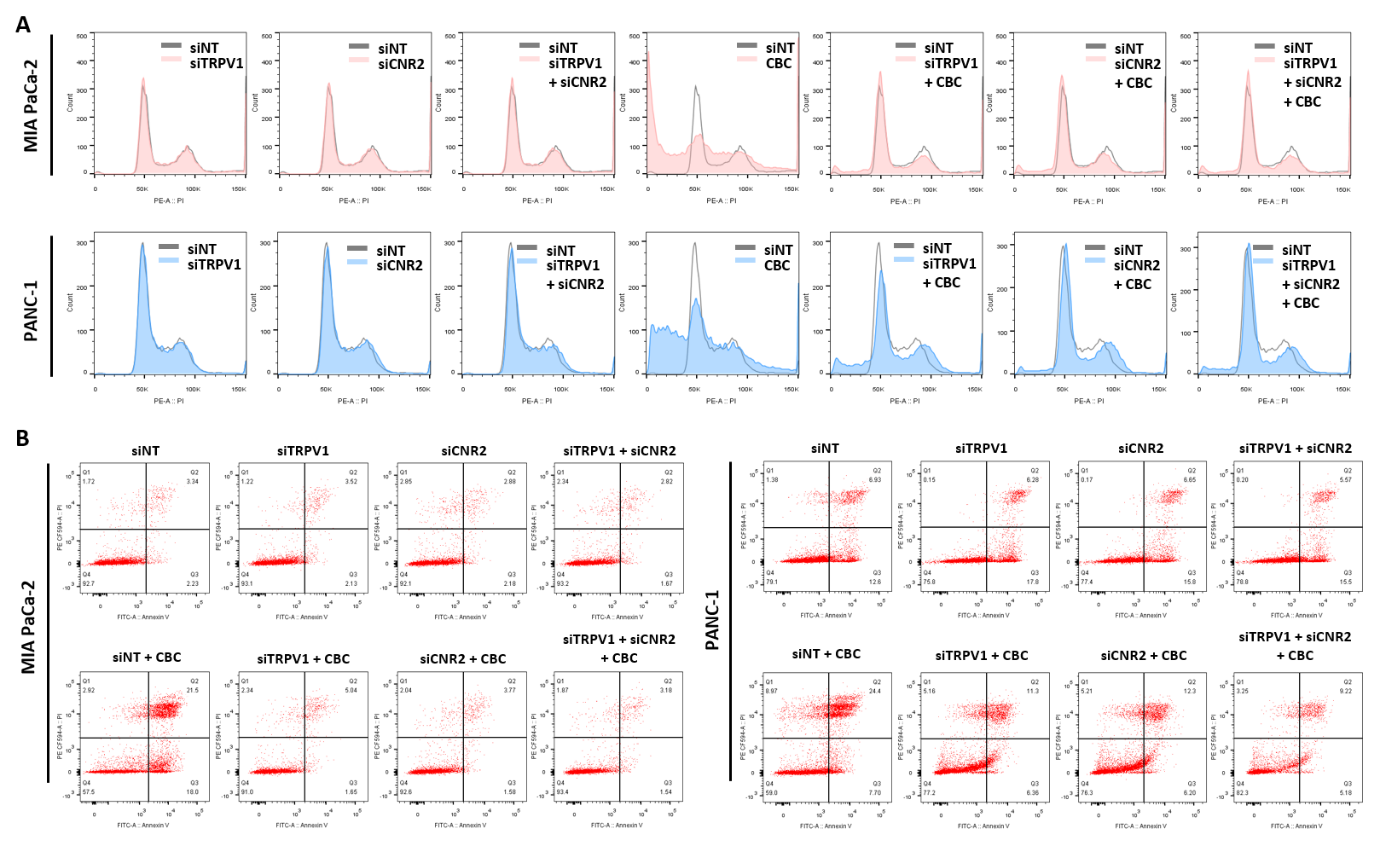

**Supplementary Fig S3. Original data for FACS and AnnexinV/propidium iodide (PI) staining experiment corresponding to the graphs in Figure 6B and C.**

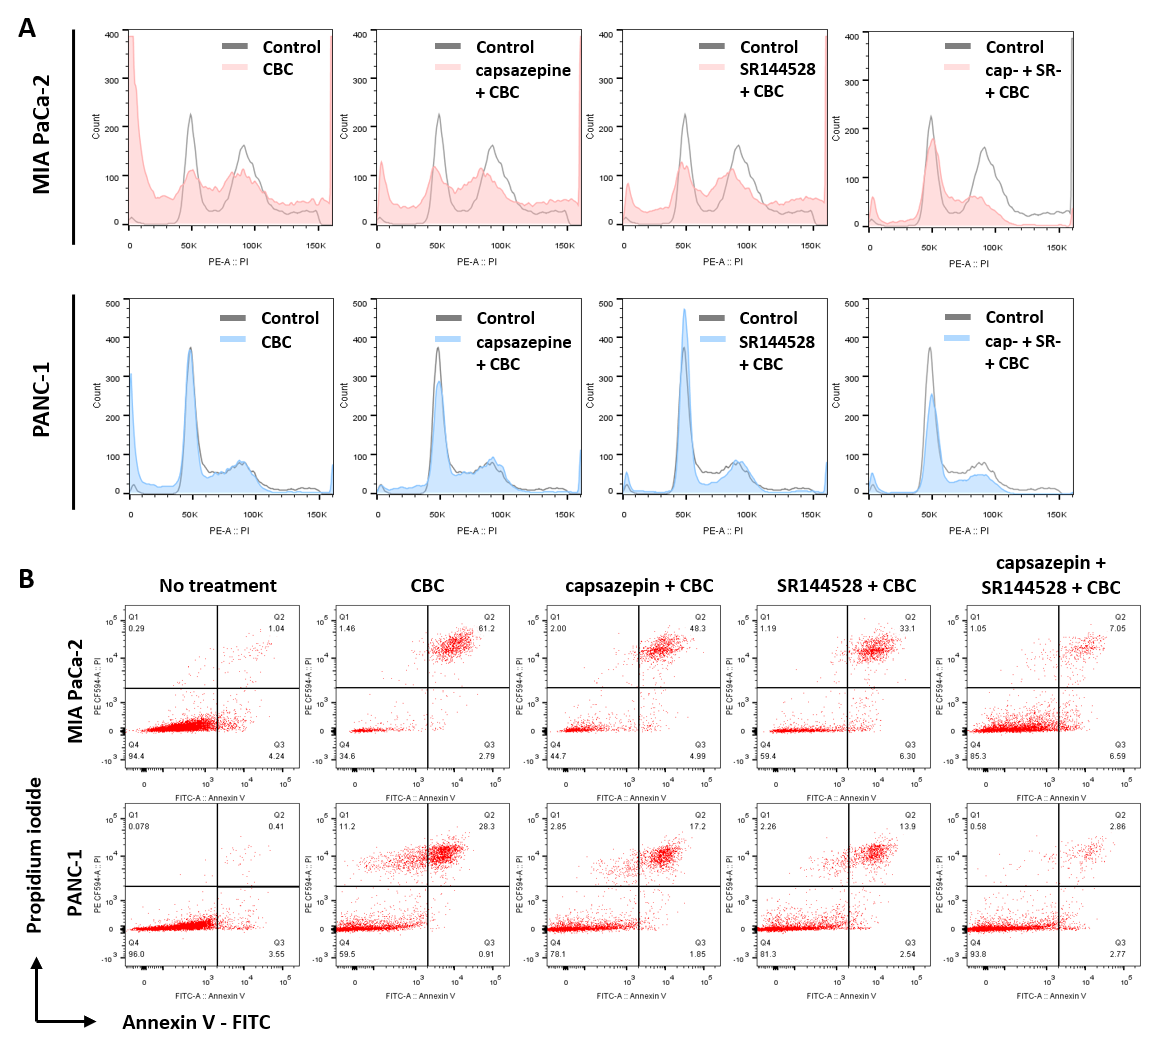

**Supplementary Fig S4. Original data for FACS and AnnexinV/propidium iodide (PI) staining experiment corresponding to the graphs in Figure 6D and E.**

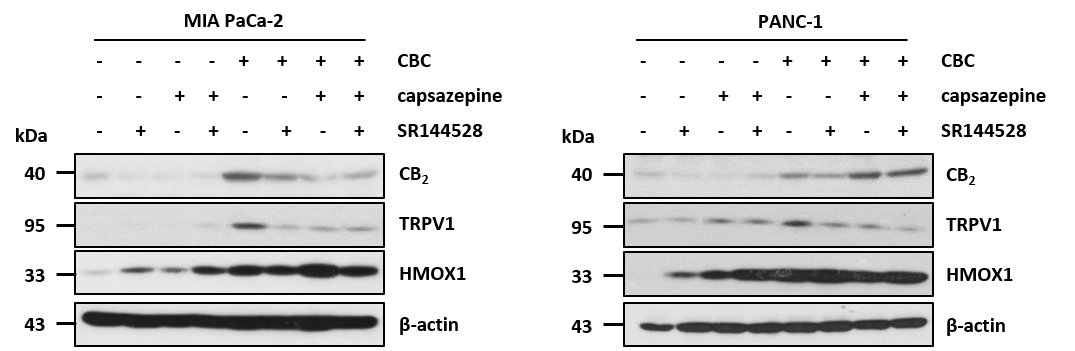

**Supplementary Fig S5. Western blot analysis of HMOX-1 after combination treatment comprising inhibitors of cannabinoid receptors and cannabichromene (CBC).** Western blot analysis showed that HMOX1 protein expression did not change after combination treatment with capsazepine or SR144528 and CBC.

# Supplementary material for: Cannabichromene: integrative modulation of apoptosis, ferroptosis, and endocannabinoid signaling in pancreatic cancer therapy
**Source:** Cell Death Discov. 2025 Aug 11;11:377. doi: 10.1038/s41420-025-02674-8
**Supplement:** Supplementary file 2 — Western blot uncropped image

## Slide 1
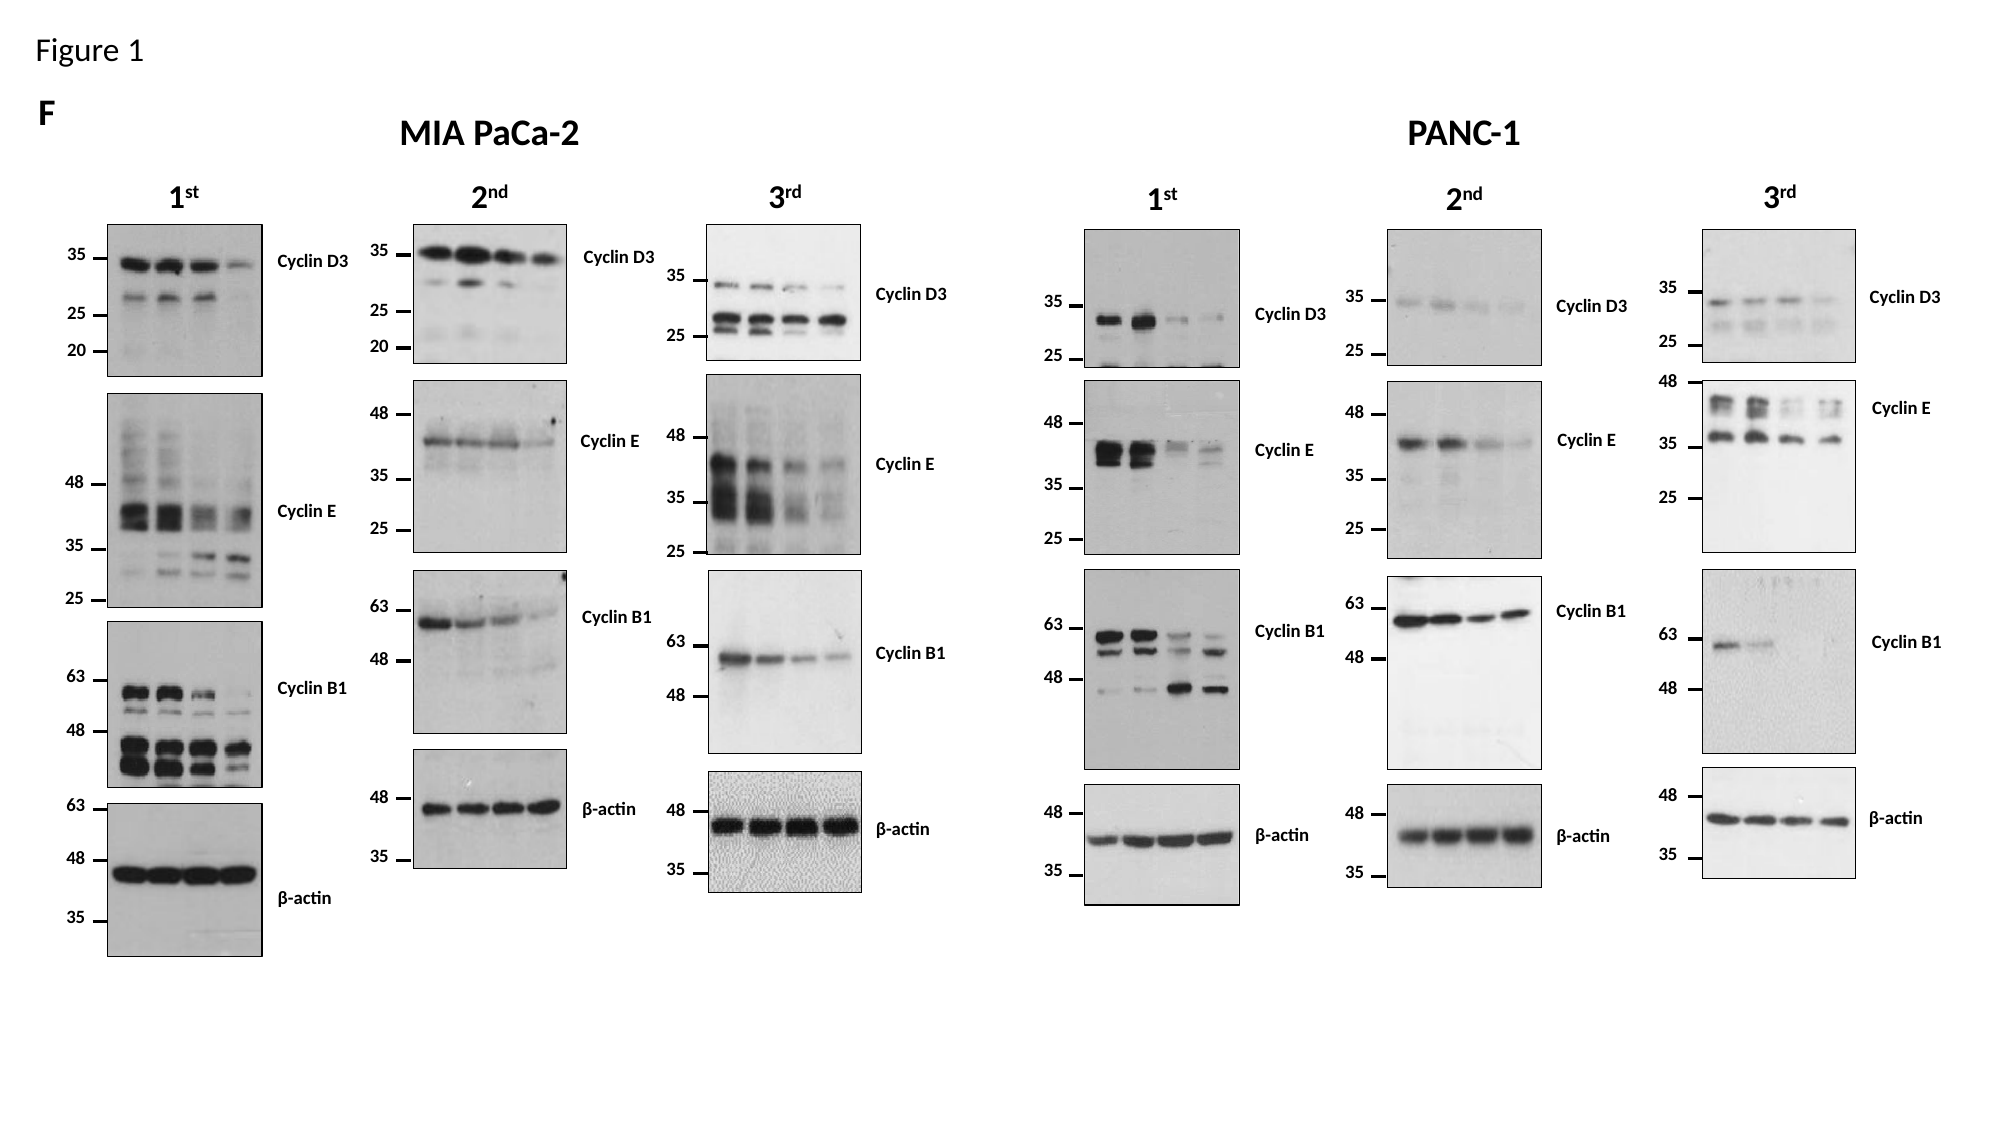

Figure 1
F
MIA PaCa-2
PANC-1
1st
2nd
3rd
3rd
2nd
1st
35
Cyclin D3
25
20
48
Cyclin E
35
25
63
Cyclin B1
48
63
48
β-actin
35
35
Cyclin D3
25
20
48
Cyclin E
35
25
63
Cyclin B1
48
48
β-actin
35
35
Cyclin D3
25
48
Cyclin E
35
25
63
Cyclin B1
48
48
β-actin
35
35
Cyclin D3
25
48
Cyclin E
35
25
63
Cyclin B1
48
48
β-actin
35
35
Cyclin D3
25
48
Cyclin E
35
25
63
Cyclin B1
48
48
β-actin
35
35
Cyclin D3
25
48
Cyclin E
35
25
63
Cyclin B1
48
48
β-actin
35

## Slide 2
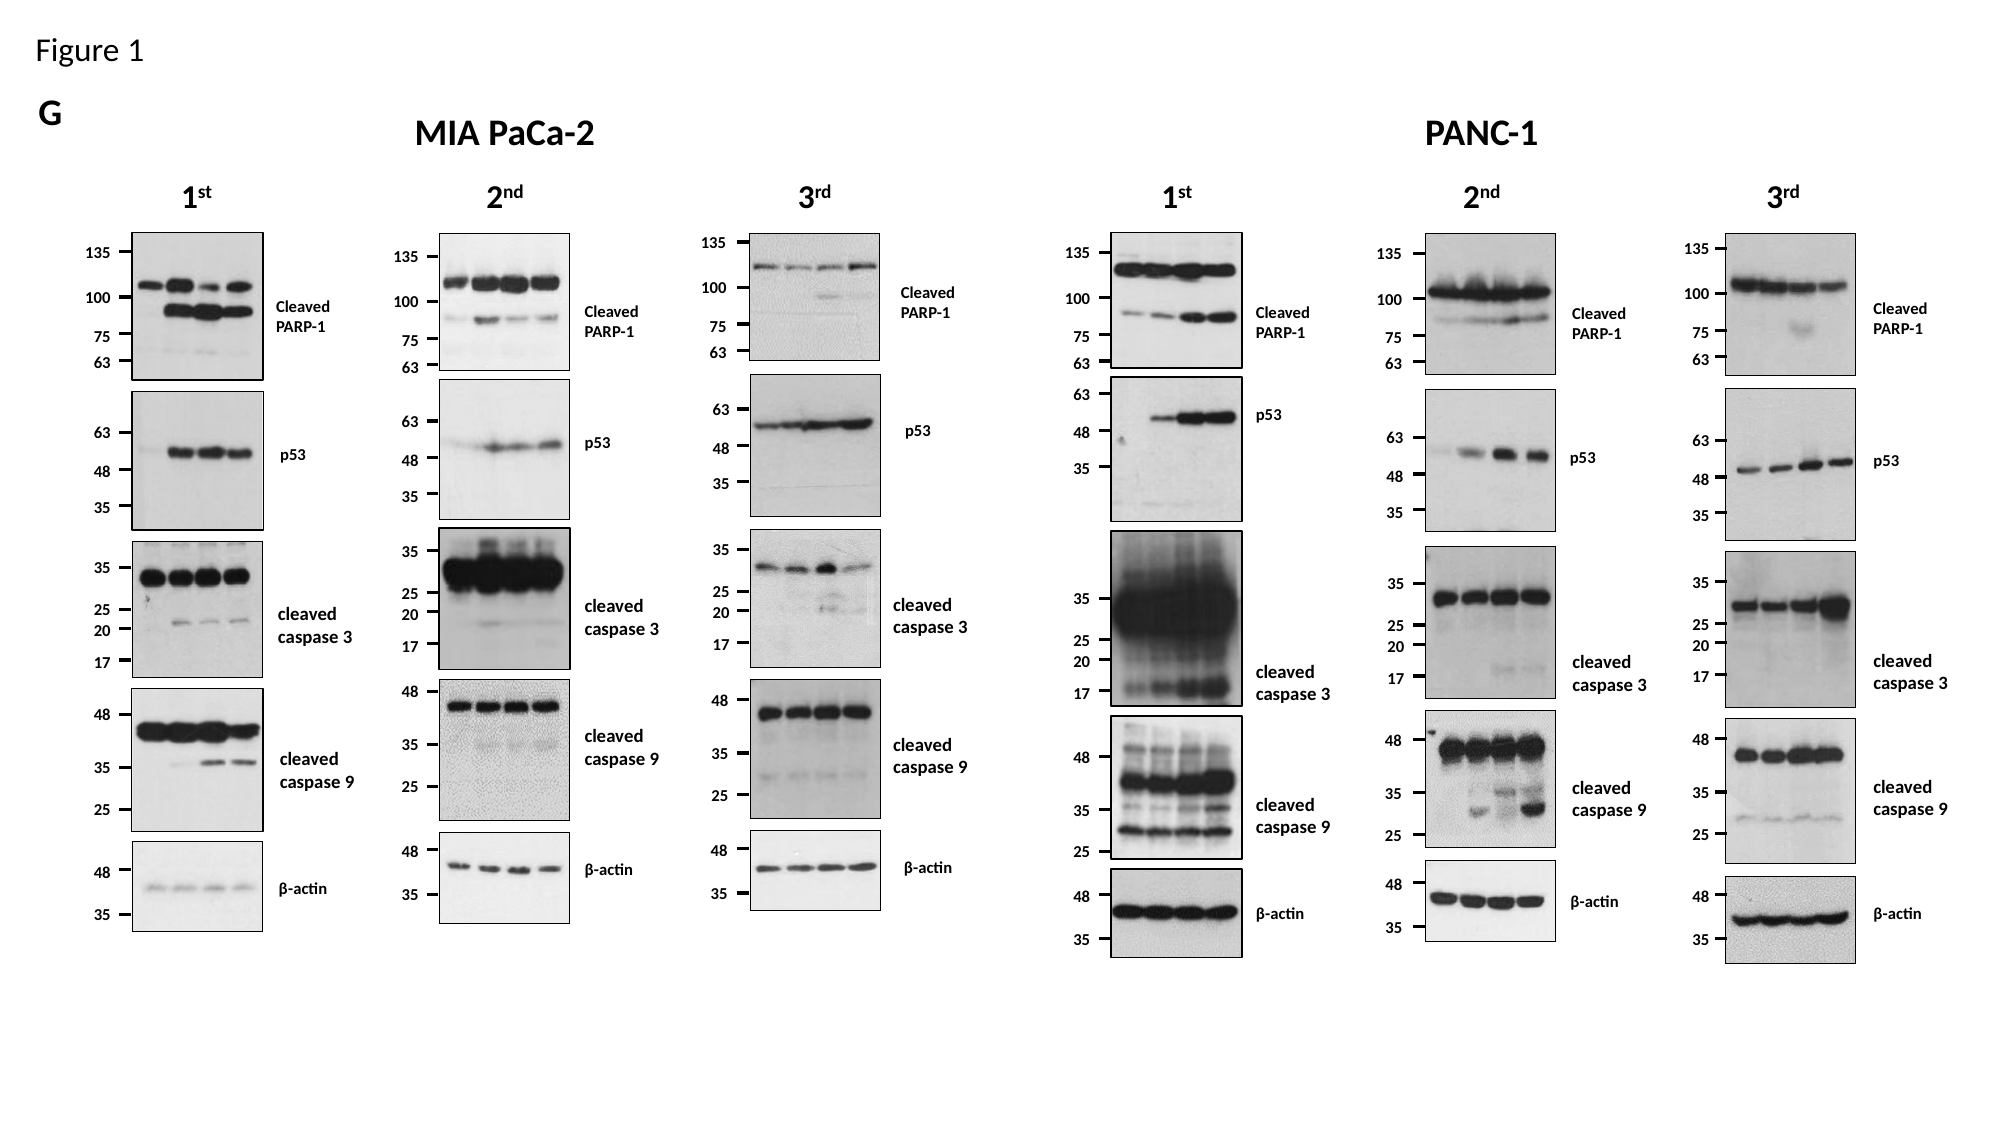

Figure 1
G
MIA PaCa-2
PANC-1
1st
2nd
3rd
1st
2nd
135
100
Cleaved
PARP-1
75
63
63
p53
48
35
35
25
20
cleaved
caspase 3
17
48
cleaved
caspase 9
35
25
48
β-actin
35
3rd
135
100
Cleaved
PARP-1
75
63
63
p53
48
35
35
25
20
cleaved
caspase 3
17
48
cleaved
caspase 9
35
25
48
β-actin
35
135
100
Cleaved
PARP-1
75
63
63
p53
48
35
35
25
cleaved
caspase 3
20
17
48
cleaved
caspase 9
35
25
48
β-actin
35
135
100
Cleaved
PARP-1
75
63
63
p53
48
35
35
25
cleaved
caspase 3
20
17
48
cleaved
caspase 9
35
25
48
β-actin
35
135
100
Cleaved
PARP-1
75
63
63
p53
48
35
35
25
cleaved
caspase 3
20
17
48
cleaved
caspase 9
35
25
48
β-actin
35
135
100
Cleaved
PARP-1
75
63
63
p53
48
35
35
25
20
cleaved
caspase 3
17
48
cleaved
caspase 9
35
25
48
β-actin
35

## Slide 3
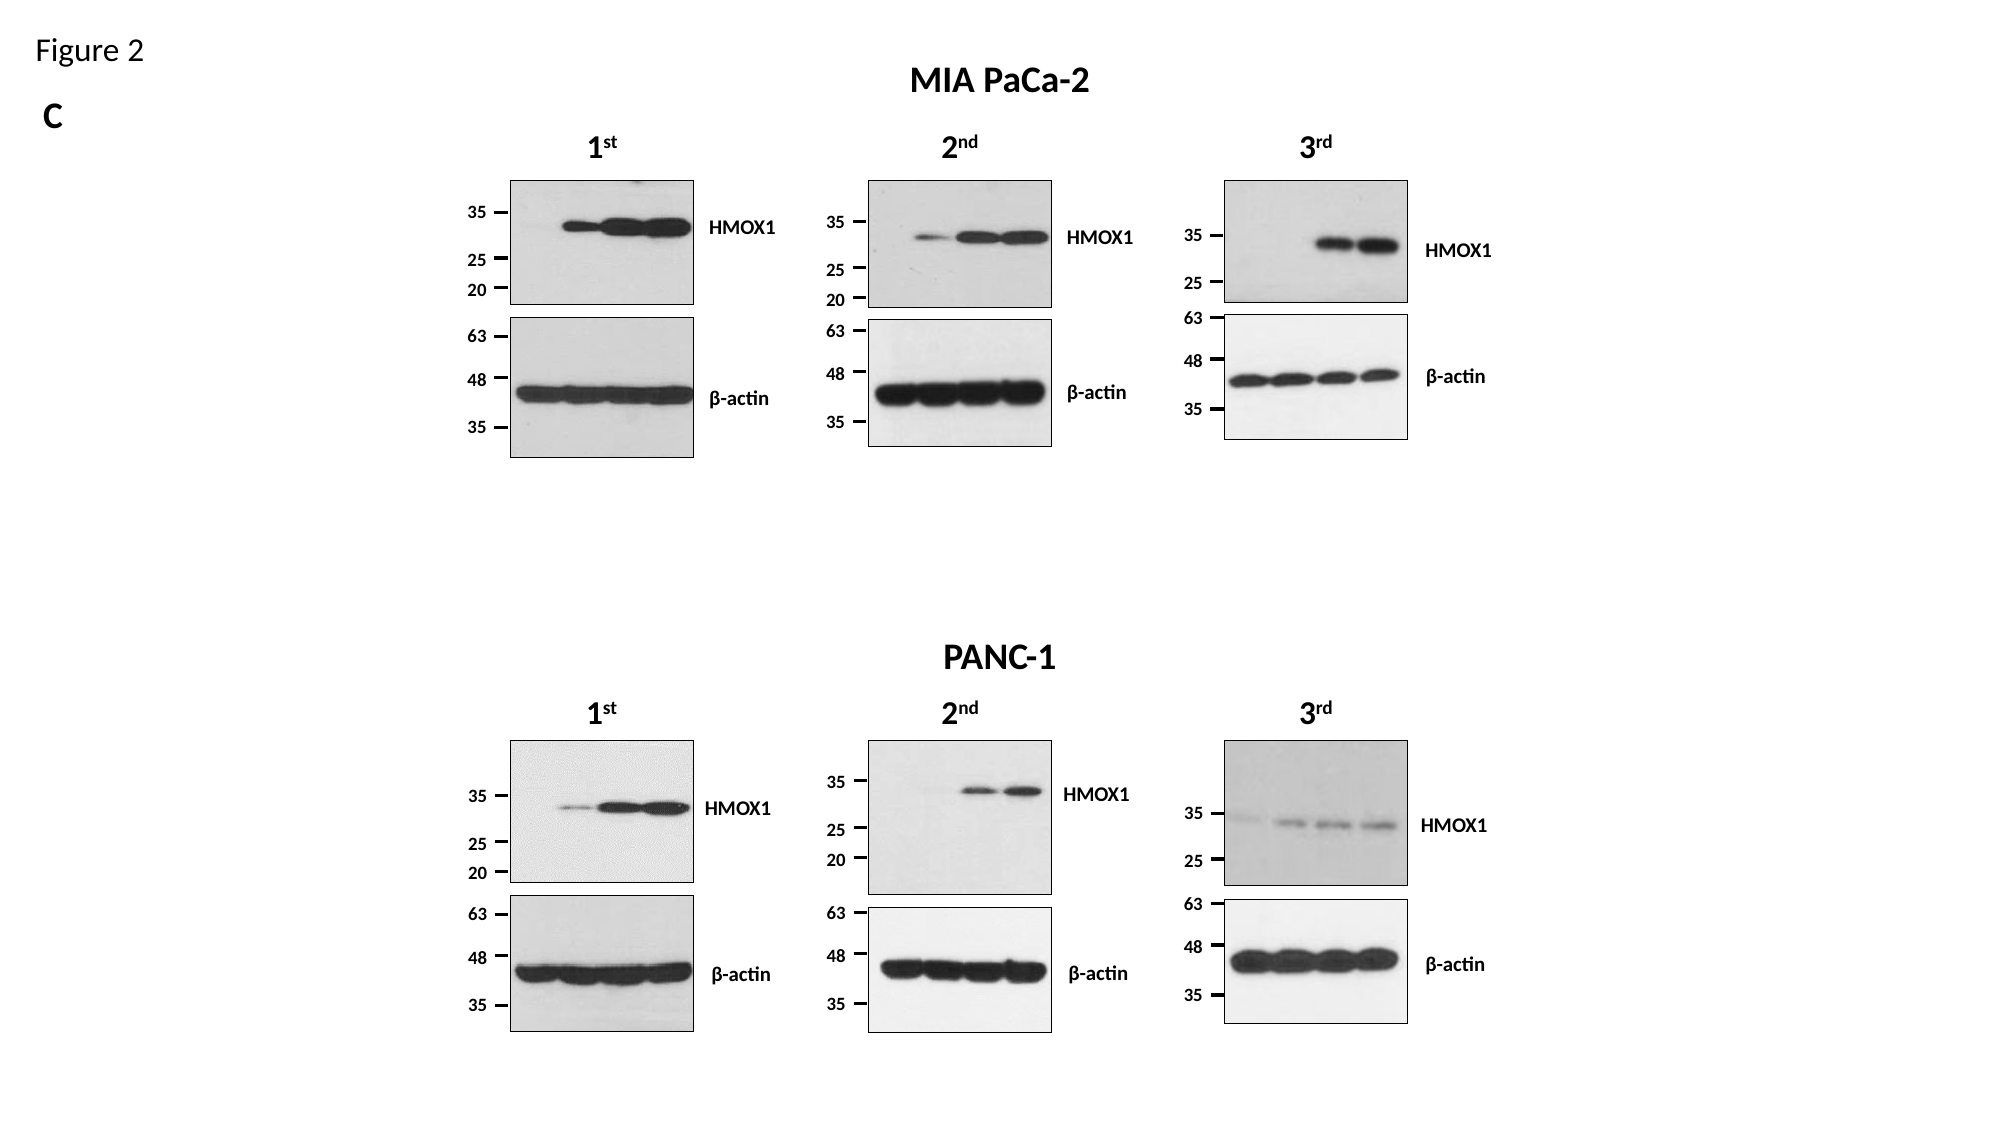

Figure 2
MIA PaCa-2
C
1st
35
HMOX1
25
20
63
48
β-actin
35
2nd
35
HMOX1
25
20
63
48
β-actin
35
3rd
35
HMOX1
25
63
48
β-actin
35
PANC-1
1st
35
HMOX1
25
20
63
48
β-actin
35
2nd
35
HMOX1
25
20
63
48
β-actin
35
3rd
35
HMOX1
25
63
48
β-actin
35

## Slide 4
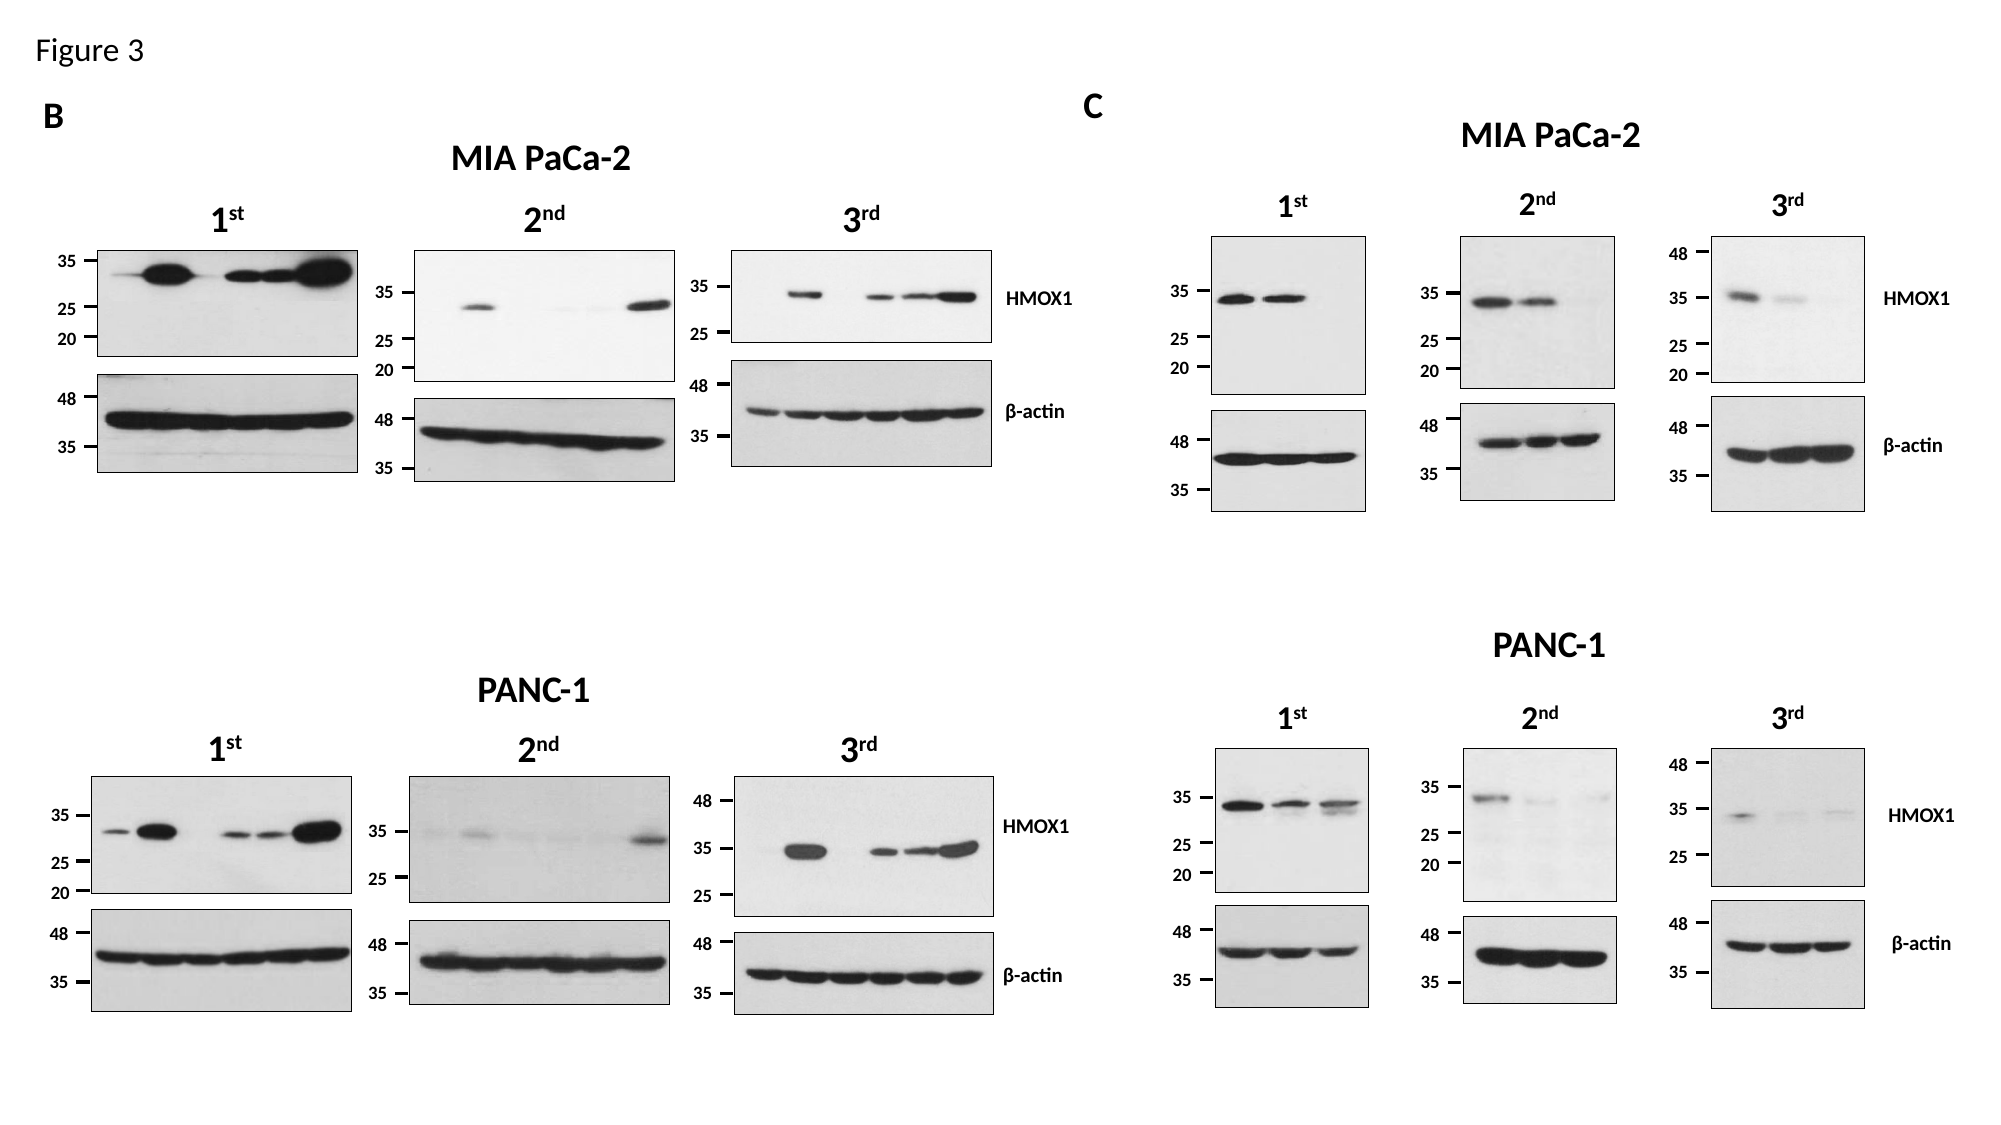

Figure 3
C
B
MIA PaCa-2
MIA PaCa-2
2nd
35
25
20
48
35
3rd
48
HMOX1
35
25
20
48
β-actin
35
1st
35
25
20
48
35
1st
35
25
20
48
35
2nd
35
25
20
48
35
3rd
35
HMOX1
25
48
β-actin
35
PANC-1
PANC-1
1st
35
25
20
48
35
2nd
35
25
20
48
35
3rd
48
35
HMOX1
25
48
β-actin
35
1st
35
25
20
48
35
2nd
35
25
48
35
3rd
48
HMOX1
35
25
48
β-actin
35

## Slide 5
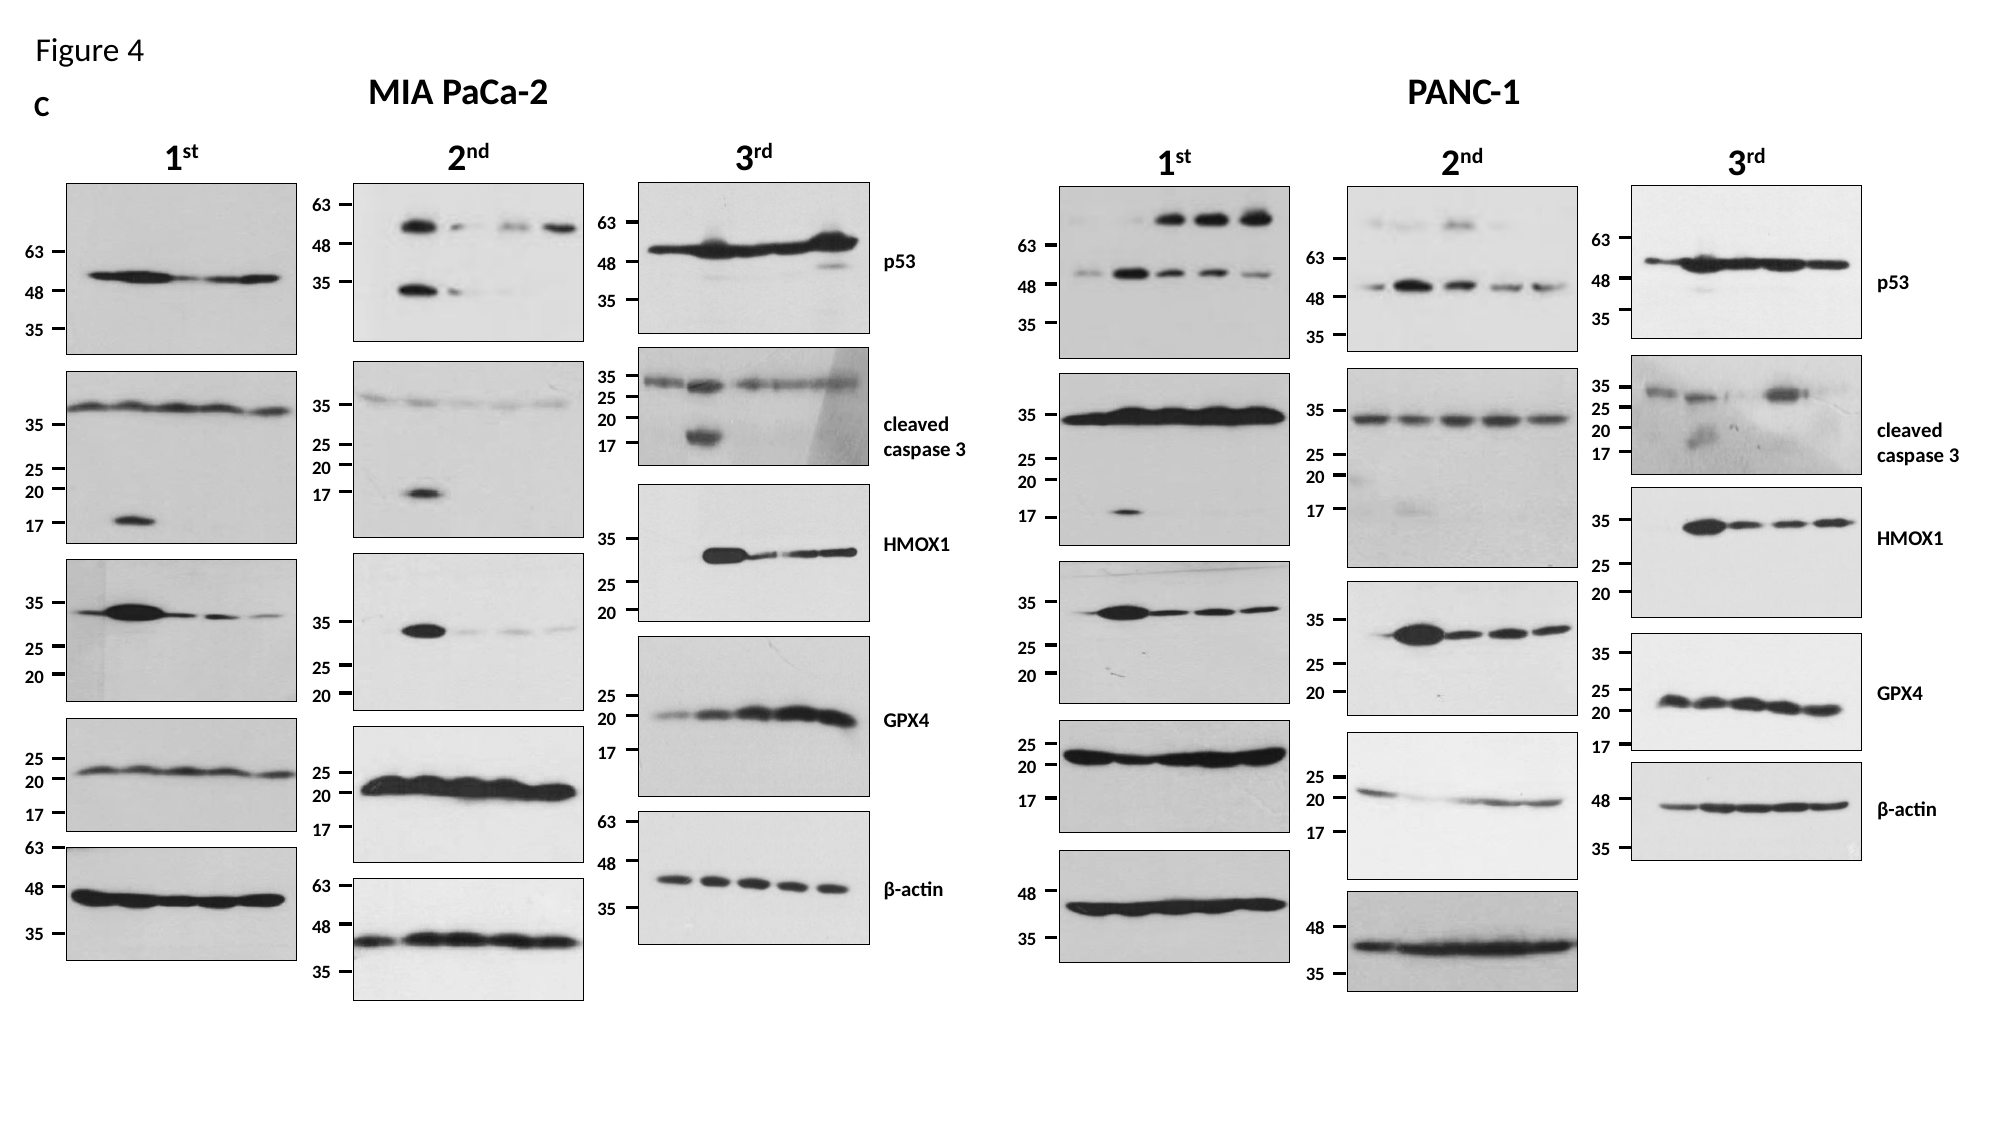

Figure 4
MIA PaCa-2
3rd
63
p53
48
35
35
25
20
cleaved caspase 3
17
35
HMOX1
25
20
25
20
GPX4
17
63
48
β-actin
35
PANC-1
C
1st
63
48
35
35
25
20
17
35
25
20
25
20
17
63
48
35
2nd
63
48
35
35
25
20
17
35
25
20
25
20
17
63
48
35
1st
63
48
35
35
25
20
17
35
25
20
25
20
17
48
35
2nd
63
48
35
35
25
20
17
35
25
20
25
20
17
48
35
3rd
63
p53
48
35
35
25
cleaved caspase 3
20
17
35
HMOX1
25
20
35
25
GPX4
20
17
48
β-actin
35

## Slide 6
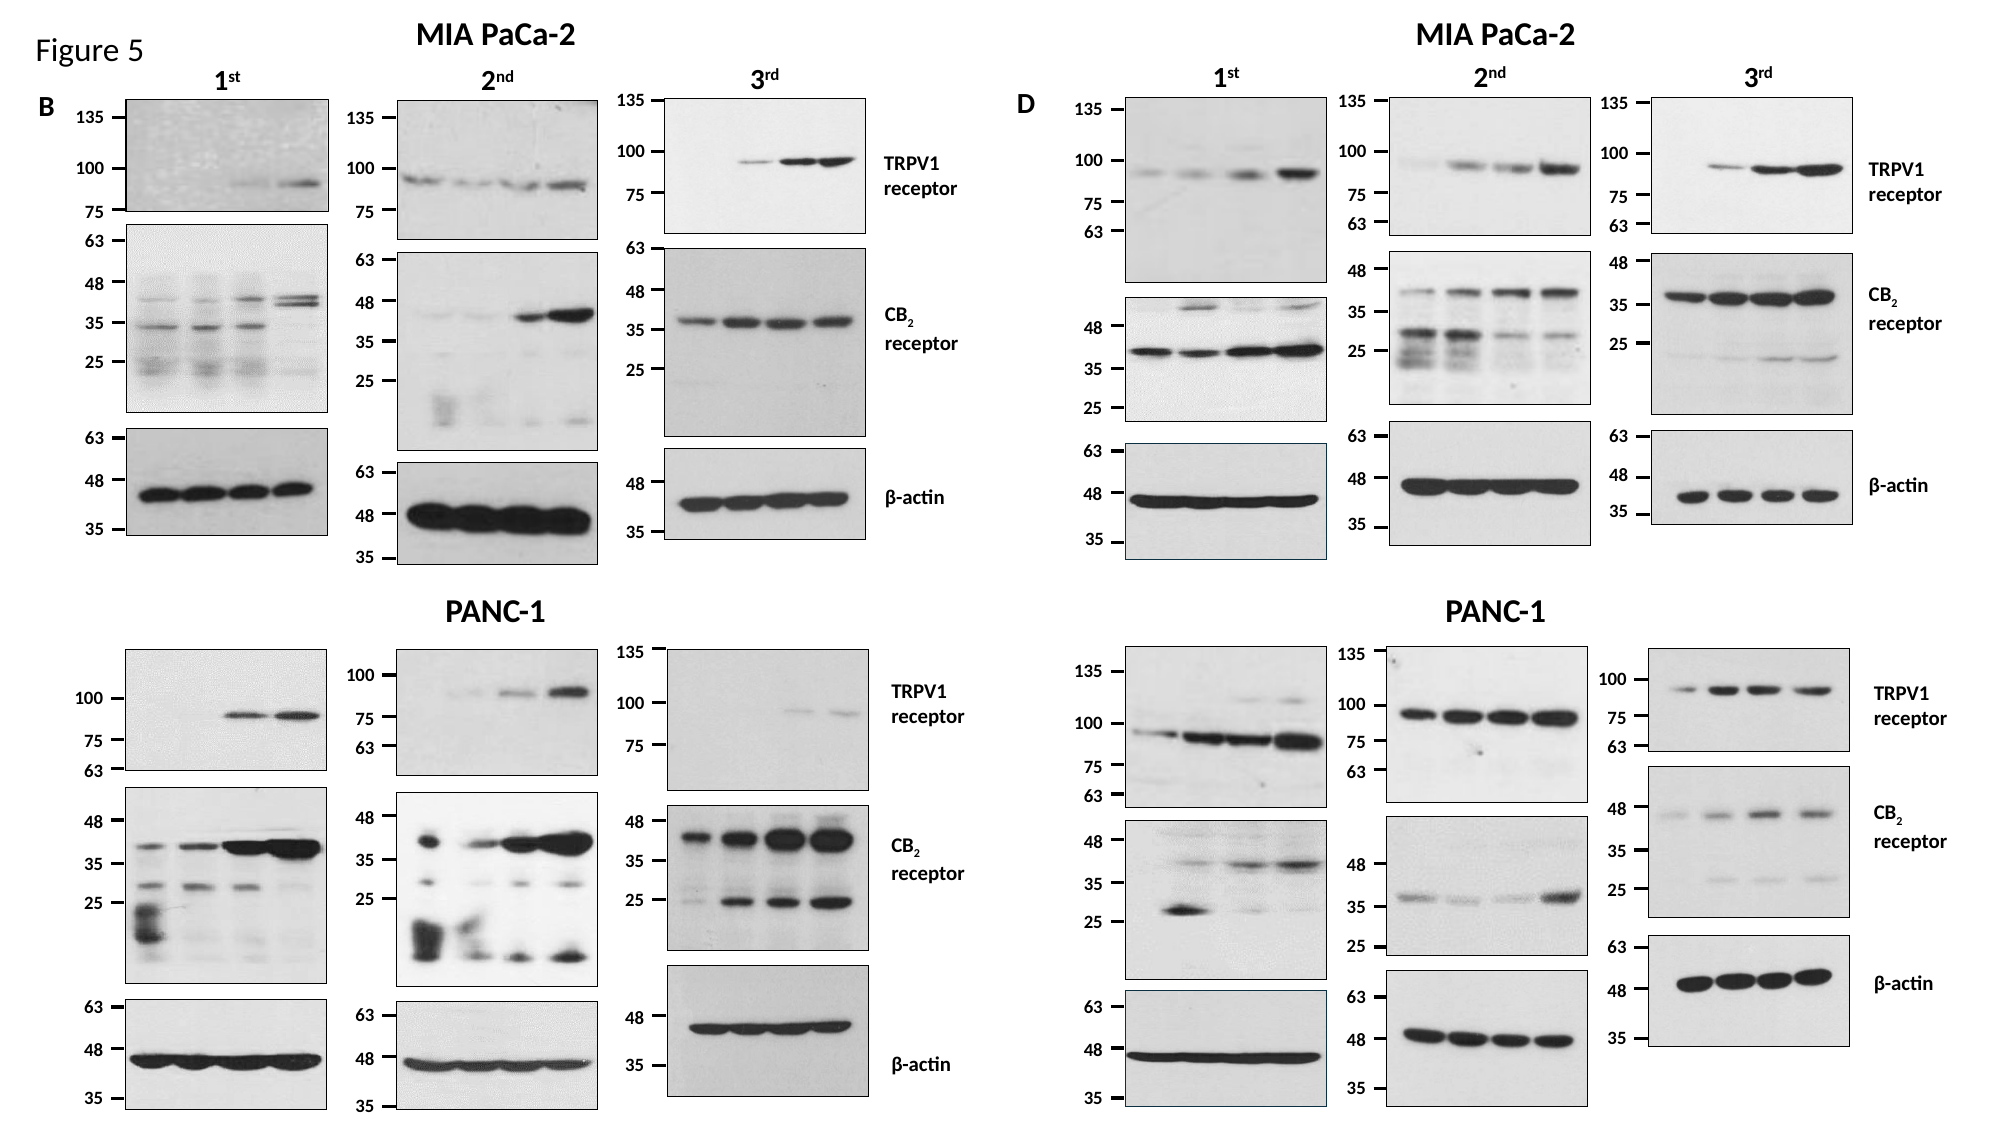

MIA PaCa-2
MIA PaCa-2
Figure 5
1st
135
100
75
63
48
35
25
63
48
35
2nd
3rd
135
100
TRPV1
receptor
75
63
48
CB2
receptor
35
25
63
48
β-actin
35
3rd
135
100
TRPV1 receptor
75
63
48
CB2 receptor
35
25
48
β-actin
35
1st
135
100
75
63
48
35
25
63
48
35
2nd
135
100
75
63
48
35
25
63
48
35
D
B
135
100
75
63
48
35
25
63
48
35
PANC-1
PANC-1
135
TRPV1 receptor
100
75
48
CB2 receptor
35
25
48
β-actin
35
135
100
75
63
48
35
25
63
48
35
135
100
75
63
48
35
25
63
48
35
100
TRPV1
receptor
75
63
48
CB2
receptor
35
25
63
β-actin
48
35
100
75
63
48
35
25
63
48
35
100
75
63
48
35
25
63
48
35

## Slide 7
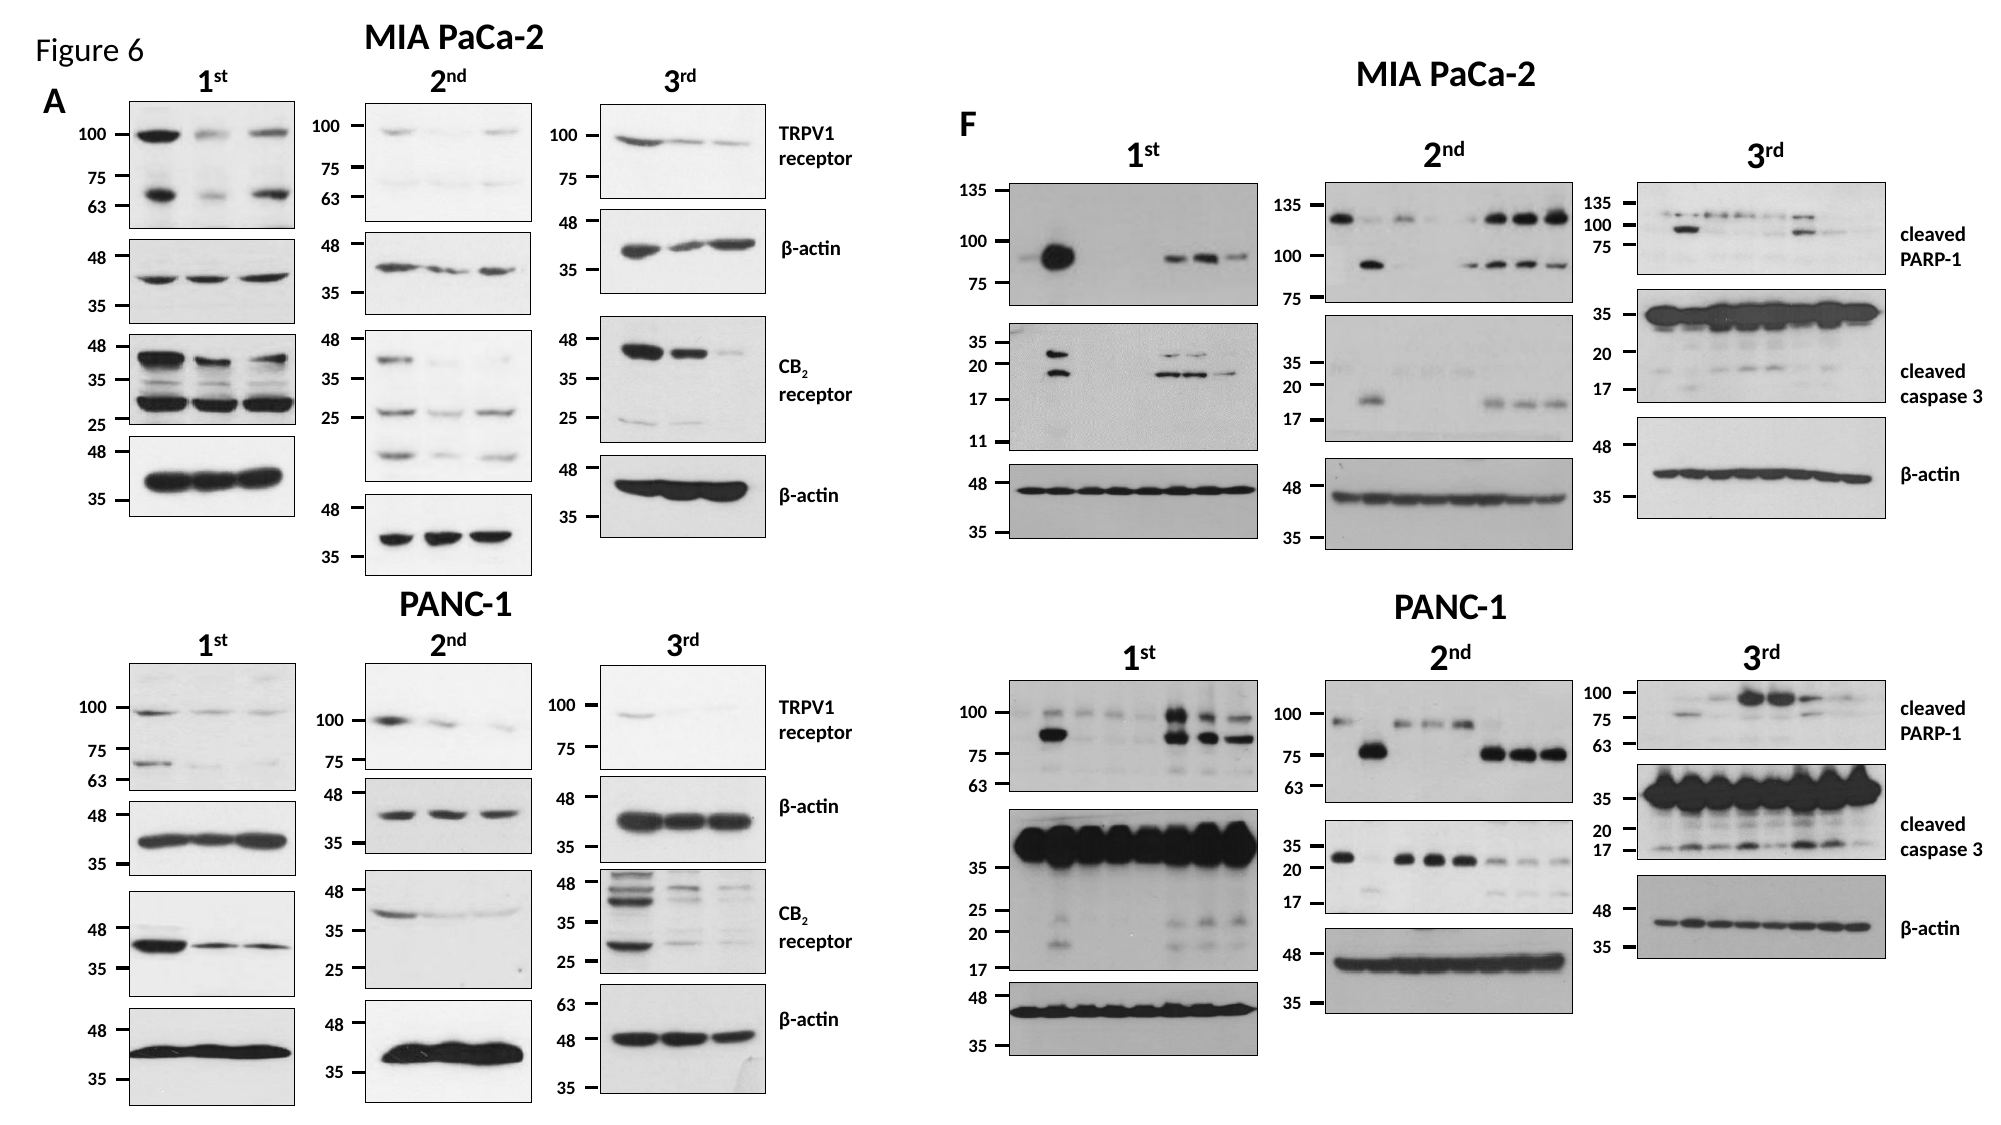

MIA PaCa-2
Figure 6
MIA PaCa-2
1st
100
75
63
48
35
48
35
25
48
35
2nd
100
75
63
48
35
48
35
25
48
35
3rd
TRPV1
receptor
100
75
48
β-actin
35
48
CB2
receptor
35
25
48
β-actin
35
A
F
1st
135
100
75
35
20
17
11
48
35
1st
100
75
63
35
25
20
17
48
35
2nd
135
100
75
35
20
17
48
35
PANC-1
2nd
100
75
63
35
20
17
48
35
3rd
135
100
cleaved PARP-1
75
35
20
cleaved caspase 3
17
48
β-actin
35
3rd
100
cleaved PARP-1
75
63
35
cleaved caspase 3
20
17
48
β-actin
35
PANC-1
1st
100
75
63
48
35
48
35
48
35
2nd
100
75
48
35
48
35
25
48
35
3rd
100
TRPV1
receptor
75
48
β-actin
35
48
CB2
receptor
35
25
63
β-actin
48
35

How the deposited data were processed for this re-analysis (not part of the article)

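Messenger RNA of MIA PaCa-2 and PANC-1 cells was sequenced by the authors 24 h after treatment with CBC or PBS, in 1 library per condition and 4 libraries in all. The authors trimmed the reads with cutadapt, aligned them to GRCh38 with STAR and counted them per Ensembl gene with HTSeq. The version of the aligner and the strand setting and mode of the counting are not stated in the paper's text. The deposited table holds raw counts per gene without a filter on low counts. The authors also deposited a normalized signal per library, a CPM on library sizes scaled by edgeR's TMM method over all 4 libraries. It was checked against the counts, and the largest relative difference was 4.93e-10.

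Everything reported here was computed from the deposited counts. Of 58233 gene identifiers, 57392 matched a gene symbol, and positions, gene types, lengths and GC content came from GENCODE release 44 on GRCh38, the genome build the authors used with another annotation release. Log2 fold changes came from edgeR 4.0.16 in R 4.3.3 (TMM over the 4 libraries, prior count 2), with DEGs called past a log2 fold change of 1 in either direction among genes with at least 1 CPM in 1 of the 2 libraries of a line. Exact binomial 95% intervals of the count ratio (Clopper-Pearson, scipy 1.17.1) and the limit of 3 counts that a count of 0 allows cover counting error only. With 21742775 to 27903667 counts per library, the limit of 3 counts is 0.11 to 0.135 CPM.

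No test within a line is possible with 1 library per condition. CBC was tested against PBS over both lines with edgeR's quasi-likelihood test, with the cell line as a block, on the 16381 genes kept by edgeR's own filter. The pairing comes from the cell lines, and the deviations of the paired libraries from their treatment means had a correlation of 0.923 across genes. The common coefficient of biological variation was 23.0%. The test was run on simulated data with 200 genes changed 4-fold, over both lines with the block. At a coefficient of variation of 23%, 85.5% of the changed genes were recovered among 16101 tested genes, and 3.93% of the calls were false. Each changed gene had the same fold in both simulated lines, and all genes had the same coefficient of variation. The real lines also differed in their changes, and the 23.0% cannot separate such differences from variation between cultures. The simulated rates need not hold for the calls in the data.

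Gene lists were written from general knowledge before the data were examined, and they could hold genes that the paper names. There were 11 for processes or receptors that the paper names (ferroptosis, apoptosis, p53 targets, autophagy, oxidative stress, cell cycle, DNA replication, glycolysis, cytoskeleton organization, nucleosome organization, and cannabinoid receptors and channels). Another 9 were for processes whose genes the paper does not analyse in these libraries, although it mentions metallothioneins in relation to CBD (ATF4 targets, ER chaperones, cholesterol biosynthesis, metallothioneins, heat shock, immediate early genes, lysosome, NF-kB targets and mitochondrially encoded genes). Each median was compared with 10000 random lists matched in 20 bins of mean expression. When 200 random lists of 40 genes were placed among a smaller number of matched lists in MIA PaCa-2 cells, 7.5% of them fell outside the middle 95%.

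The genes named in the text were chosen by a rule set at the same stage. It takes every gene the paper names and the 5 higher and 5 lower genes with the largest change in both lines. It also takes the 3 genes with the largest opposite change and the 3 genes of each list with the largest change in the direction of its median. All but those the paper names needed a mean of at least 10 CPM. Alternatives changed the filter, the prior count or pseudocount, the scaling (TMM within each line, DESeq2 1.42.0 size factors, library totals), the values (the deposited CPM), the gene type, the trend on GC content or gene length, and for the test across lines the block and the tool. The enrichment analysis in DAVID and the experiments other than RNA sequencing were not repeated.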

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

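The tests of GC content, gene length, counting intervals and reads of the other line given in this part were chosen only after the results were seen.

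The lists of processes outside those the paper analysed in these libraries were compared with random lists matched on expression, and 6 of them lay outside the middle 95% of random lists on the same side in both lines. The ATF4 target list, genes of the integrated stress response, had median log2 fold changes of 1.67 in MIA PaCa-2 cells and 1.49 in PANC-1 cells. In MIA PaCa-2 cells 28 of its 34 tested genes were higher DEGs, and 26 of 34 in PANC-1 cells. 1 member was at 0 in the MIA PaCa-2 control, and with it at its bound the median was still 1.67. That is no check, because the filter keeps this member above the median either way. Another list also holds 9 genes of the ATF4 target list. Without the genes the paper names the medians were 1.499 and 1.41 over 31 genes. The test across both lines called 27 of 34 genes, and 31 adjusted over the list alone. With the GC content trend removed the median nearest to 0 of the 2 lines was 1.49, and with the gene length trend removed 1.495, each above all matched random lists, which argues against these trends as the whole cause. A change of scaling moves a list and its random lists alike, so the comparison with random lists is no test of scaling, for this list or those that follow. A response of these genes to CBC is a candidate explanation. A response to the solvent stays open, because the records name PBS as the control and the methods state acetonitrile as the solvent of CBC.

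The lysosome list had medians of 0.531 in MIA PaCa-2 cells and 0.441 in PANC-1 cells, above all random lists in both. The medians nearest to 0 were 0.448 without the GC content trend and 0.430 without the gene length trend, still above all of them. In the test across both lines 7 of 28 genes were called, and 11 adjusted over the list alone. The cholesterol biosynthesis list had medians of -0.455 and -0.384 (percentiles 0.35 and 0.080), and -0.362 and -0.370 were the values nearest to 0 under the same changes, outside the middle 95% of random lists. Here 3 of 24 genes were called, and 5 adjusted over the list alone. For both lists an effect of CBC treatment or its solvent may explain the shift, and no test here separates them.

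The immediate early gene list had medians of 2.06 in MIA PaCa-2 cells and 0.372 in PANC-1 cells (percentiles 100 and 99.3), and the NF-kB target list had 2.16 and 0.572 (percentiles 100 and 99.4). In PANC-1 cells the values nearest to 0 were 0.401 without the GC content trend and 0.382 without the length trend for the immediate early genes, and 0.574 and 0.563 for the NF-kB targets, all outside the middle 95% of random lists. Across both lines, 4 of 20 immediate early genes and 4 of 14 NF-kB targets were called, and 10 of each adjusted over the list alone. The medians of the differences between the lines were 1.68 and 1.16, above all random lists, and these differences were not tested across cultures. Immediate early genes respond to handling as well, so a difference in handling between single cultures may contribute and was not tested.

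The 13 mitochondrially encoded genes had medians of -0.605 in MIA PaCa-2 cells and -0.909 in PANC-1 cells (percentiles 0.15 and 0). All mitochondrial genes together, rRNA and tRNA genes included, went from 5.81% to 3.86% of the counts in MIA PaCa-2 cells and from 4.63% to 2.42% in PANC-1 cells. The values nearest to 0 were -0.593 without the GC content trend and -0.590 without the gene length trend, outside the middle 95% of random lists. The test across both lines called 9 of 13 genes, and 13 adjusted over the list alone. A lower yield of mitochondrial RNA from dying cells and a change in its transcription both stay open.

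Of the DEGs of both lines, 41 changed in opposite directions, which was untested across cultures, since each line had 1 library per condition. Both counting intervals lay on opposite sides of 0 for all 41, but the threshold that picks these genes nearly fixes this. The simulated unchanged libraries with counting noise alone are a better guide. They gave at most 35 DEGs of either direction in MIA PaCa-2 cells and at most 24 in PANC-1 cells. These numbers argue against counting error in both lines as the source of the whole group, but they do not decide for single genes. Both intervals lay past 2-fold for 14 of the 41 genes and not for the other 27. The number of such genes depended on the filter, with 339 genes without a filter, 13 with at least 1 CPM in both libraries and 11 with at least 5 CPM, an alternative chosen after the values were seen. The largest differences of log2 fold change were 5.85 for CD24, 4.61 for EDN1 and 4.57 for INHBB. CD24 went from 1 to 65 counts in MIA PaCa-2 cells and from 10360 to 4586 in PANC-1 cells, EDN1 from 6 to 27 and from 1127 to 183, and INHBB from 32 to 239 and from 808 to 261. PANC-1 reads in the CBC-treated MIA PaCa-2 library could raise CD24. At the share CD24 would need, 117 genes without a count in the MIA PaCa-2 control and abundant in PANC-1 cells would have 2142 counts there, and they had 70, which argues against it. Variation between cultures and a difference between the lines in their response both stay open for these 3 genes, untested.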

How the results depend on the processing

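The alternatives with a minimum of 5 CPM, and with protein-coding genes of at least 3 CPM, were chosen only after the results were seen.

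The number of DEGs depended on the filter on low counts. Without that filter there were 5816 DEGs in MIA PaCa-2 cells, 4847 in PANC-1 cells, 8953 in either line and 1710 in both, since every gene with a count was then tested. With higher genes alone the numbers were 1608, 1087, 2279 and 416 in the same order, a part of the DEGs by construction. With the counting interval wholly past 2-fold they were 1719, 1187, 2420 and 486, which is where the depth limits the calls. With at least 5 CPM in 1 of the 2 libraries they were 1848, 1297, 2601 and 544, with fewer genes tested. With protein-coding genes of at least 3 CPM they were 1833 in MIA PaCa-2 cells, 1285 in PANC-1 cells and 2553 in either line. Under the other alternatives (other filters, prior count or pseudocount, scaling, deposited CPM, GC content or gene length trend removed, protein-coding genes alone) each of these numbers stayed within 1.5 times its value. The balance of higher and lower DEGs was less stable. In PANC-1 cells there were 1248 higher and 879 lower DEGs with library totals, but more lower than higher ones with TMM within each line (1013 and 1033), at least 1 CPM in both libraries (738 and 741), a pseudocount of 1 CPM on the counts or the deposited CPM (680 and 710), the counting interval past 2-fold (557 and 630), protein-coding genes alone (776 and 829) and the alternatives with at least 5 CPM (633 and 664) or 3 CPM (603 and 682). In MIA PaCa-2 cells higher DEGs outnumbered lower ones under each alternative.

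In edgeR's quasi-likelihood test across both lines, the 771 calls became 2063 without the filter on low counts, of which 771 were the same genes, and 1371 with DESeq2, which shared 746 of them. Without the block for cell line there were 0 calls, with 354 genes at an unadjusted p under 0.05. The cause of the higher count with DESeq2 was not tested. With DESeq2's size factors in edgeR, library totals, robust estimation or the GC content trend as an offset, the counts were 567, 737, 711 and 1010. Lower calls outnumbered higher ones at first (401 and 370), but not with library totals (333 and 404), no filter (1007 and 1056) or the GC content trend as an offset (504 and 506). Leaving out 1 line leaves no test and so no count of calls.

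Over the alternatives, 47 list medians moved beyond their counting error and 273 did not. With library totals alone, the medians that moved in MIA PaCa-2 cells were 0.40 for apoptosis, 0.49 for autophagy, -0.98 for cell cycle, -0.91 for DNA replication, -0.35 for cytoskeleton organization, -0.71 for nucleosome organization, 1.33 for ER chaperones, -0.070 for metallothioneins, -0.14 for heat shock, 0.60 for lysosome and -0.54 for mitochondrially encoded genes and in PANC-1 cells were 0.39 for autophagy, -1.28 for cell cycle, -1.54 for DNA replication, -0.32 for glycolysis, -0.58 for nucleosome organization, 1.56 for ATF4 targets, -0.11 for ER chaperones, -0.68 for heat shock, 0.44 for immediate early genes and -0.84 for mitochondrially encoded genes. With the members that no other list holds, the medians that moved in MIA PaCa-2 cells were 0.013 for ferroptosis, 0.22 for apoptosis, 0.47 for p53 targets, 0.38 for oxidative stress, -1.01 for cell cycle, 1.32 for ATF4 targets, -0.15 for heat shock and 2.30 for NF-kB targets and in PANC-1 cells were -0.033 for ferroptosis, 0.068 for apoptosis, 0.033 for p53 targets, 0.37 for oxidative stress and 1.19 for ATF4 targets. These are fewer genes by construction, and the ferroptosis median changed sign in PANC-1 cells. With at least 10 counts in both libraries, the medians that moved in MIA PaCa-2 cells were 0.70 for p53 targets, 1.498 for ATF4 targets and 2.02 for NF-kB targets and in PANC-1 cells was 0.47 for NF-kB targets. With a pseudocount of 1 CPM, on the counts and on the deposited CPM alike, the medians that moved in MIA PaCa-2 cells were 1.49 for ATF4 targets and 1.93 for immediate early genes and in PANC-1 cells was -1.57 for DNA replication. With TMM within each line, the medians that moved in PANC-1 cells were -0.48 for cytoskeleton organization and -0.94 for mitochondrially encoded genes, and with DESeq2's size factors the median that moved in PANC-1 cells was -0.47 for cytoskeleton organization. A change of scaling moves all genes of a line nearly alike. The shifts with library totals, TMM within each line and DESeq2's size factors therefore follow from the scaling by construction. For the other shifts the cause was not tested. The smaller prior count moved none of the list medians.

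For single genes named in the text, 70 values within a line moved beyond their counting interval and 1004 did not. In the test across both lines, 522 results kept their direction and their side of the threshold, 18 were stronger and 76 weaker, 64 of the weaker ones without the block for cell line. None of the called values of named genes reversed under these alternatives.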

Differences from the paper's values

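In this part, the alternatives with at least 5 CPM and with protein-coding genes of at least 3 CPM, and the folds relative to ACTB, were chosen only after the values were seen.

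The paper reports 1856 DEGs in MIA PaCa-2 cells, 1278 in PANC-1 cells and 2567 in either line, against 2864, 2078 and 4113 here. Among the alternatives set before the data were examined, these fell within 1.5 times the paper's numbers for all 3: at least 1 CPM in both libraries (1991, 1479 and 2884), at least 10 counts in both libraries (2473, 1881 and 3638), a pseudocount of 1 CPM on the counts or on the authors' CPM (2038, 1390 and 2827 for each), higher genes only (1608, 1087 and 2279), the counting interval past 2-fold (1719, 1187 and 2420) and protein-coding genes only (2188, 1605 and 3100). No filter, edgeR's own filter, a smaller prior count, TMM within each line, DESeq2's size factors, library totals and the removal of the GC content or gene length trend did not. Chosen after seeing the values, a minimum of 5 CPM gave 1848, 1297 and 2601, and protein-coding genes of at least 3 CPM gave 1833, 1285 and 2553.

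Figure 2B of the paper gives mRNA levels by qRT-PCR against 0 h, read by eye, where the values here compare sequencing libraries with the control of the same time. For HMOX1 at 24 h in MIA PaCa-2 cells, the paper's fold of about 43 in Fig. 2B and the 38.2 here lie within 1.5 times of each other. For the other genes in MIA PaCa-2 cells at 24 h, the paper's folds are about 94 for CHAC1, about 22 for SLC3A2, about 43 for SLC7A11 and about 4.2 for FTH1 in Fig. 2B, against 10.4, 6.18, 3.45 and 2.03 here. In PANC-1 cells they are about 140 for HMOX1, about 94 for CHAC1, about 15 for SLC3A2, about 94 for SLC7A11 and about 11 for FTH1 in Fig. 2B, against 26.4, 6.28, 2.77, 6.15 and 2.56 here. None of the alternatives set before the data were examined closed these gaps. Relative to ACTB, chosen after seeing the values, the folds here were 16.5, 9.87, 5.51 and 3.24 in MIA PaCa-2 cells and 44.2, 10.5, 4.65, 10.3 and 4.30 in PANC-1 cells, in the same order, and of these only FTH1 in MIA PaCa-2 cells came within 1.5 times the paper's value. For HMOX1 in MIA PaCa-2 cells, the fold relative to ACTB was 60.9, further from the paper's about 43 in Fig. 2B than without it.

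For TRPV1, the paper's qRT-PCR folds are about 16 in MIA PaCa-2 cells and about 13 in PANC-1 cells in Fig. 5A, read by eye. The values here were 0.742 and 1.07, and none of the alternatives set before the data were examined closed the gap. Those qRT-PCR folds are against CTRL and normalized to ACTB, and the figure legend gives no time. ACTB itself had folds of 0.627 and 0.596 here. The paper also reports more TRPV1 and CB2 protein in blots, immunostaining and xenografts, which RNA counts do not test. The paper states that CB2 expression rose, while CNR2, which encodes CB2, had 1 count in each MIA PaCa-2 library and 3 and 6 counts in the PANC-1 libraries, too few for a direction.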

Other observations

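The tests of direction among the DEGs of both lines, of the DEGs of 1 line only, and of MT-ND6 were chosen only after the results were seen.

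The rise of the ferroptosis list was compared between its members that the ATF4 or NRF2 list also holds and its other members. The 9 shared members had medians of 1.78 in MIA PaCa-2 cells and 1.36 in PANC-1 cells, above all matched random lists. The 28 other members had medians of 0.05 and 0.03, at percentiles 85.25 and 76.6 of random lists, with 5 higher and 3 lower DEGs in MIA PaCa-2 cells and 4 higher and 2 lower in PANC-1 cells. This is consistent with a rise that lies in the ATF4 and NRF2 targets of the list, as a hypothesis about RNA levels that says nothing of ferroptosis as a process.

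With the GC content trend removed, at least 94.7% of the DEGs of a line stayed past the threshold, and at least 97.7% with the gene length trend removed. At least 57.1% had their counting interval wholly past 2-fold, so low counts do not account for most of the DEGs. The share of the 10 most abundant genes changed by at most -1.14 percentage points. Of the DEGs of both lines, 95.05% had the same direction, against 50.1% if the lines were independent, which argues against independent variation between cultures as their whole source. Of the 3284 DEGs of 1 line only, 201 had the same direction in both lines and were called by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment across both lines, which argues against such variation as the source of most of these 201 calls. The other 3083 cannot be told apart from it, because no line has a second culture per condition.

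MT-ND6 had log2 fold changes of -2.42 in MIA PaCa-2 cells and -2.31 in PANC-1 cells. The largest fall of the other mitochondrial mRNAs in either line was -1.236, which argues against a lower share of mitochondrial RNA as the whole cause. MT-ND6 is read from the light strand, and the 4 light-strand tRNA genes had medians of -1.36 and -1.234, but their values overlap those of the heavy-strand tRNA genes, so a fall of light-strand transcripts cannot be told apart from other causes. The strand setting of the counting is not stated, which keeps the gene's counts uncertain.

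The ER chaperone list had a median of 1.26 in MIA PaCa-2 cells (percentile 100) and -0.18 in PANC-1 cells (percentile 10.1). In MIA PaCa-2 cells 14 of its 22 genes were higher DEGs and 0 were lower. In PANC-1 cells 5 of 22 were higher DEGs, HSPA5 among them at 1.86, and 0 were lower. The PANC-1 median therefore does not show the rise of these members. For the ER chaperone list, the test across both lines called 5 of 22 genes, and 6 adjusted over the list alone. The heat shock list had medians of -0.21 (percentile 24.2) and -0.75 (percentile 0), with 1 of 14 genes called and 3 adjusted over the list alone. The metallothionein list had medians of -0.13 over 6 genes and -0.44 over 5 genes (percentiles 38.8 and 5.1), with 0 of 6 called and 3 adjusted over the list alone, and reads can be shared between these similar genes. For the lists of the paper's processes, the test called 5 of 29 p53 targets (16 adjusted over the list alone), 7 of 40 autophagy genes (11), 5 of 21 glycolysis genes (11), 10 of 40 cytoskeleton genes (19) and 9 of 25 nucleosome genes (18).

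Of the cannabinoid receptors and channels, TRPV1 alone was tested in a line, with a log2 fold change of -0.43 in MIA PaCa-2 cells (counting interval -0.68 to -0.18) and 0.09 in PANC-1 cells (-0.29 to 0.48), and the test across both lines did not call it. CNR1 had 0 counts in each library, which allows up to 0.135 CPM in the MIA PaCa-2 control, and GPR55 had 4 counts in the PANC-1 control and 0 elsewhere. ACTB, the normalizer of the qRT-PCR, had log2 fold changes of -0.67 in MIA PaCa-2 cells and -0.75 in PANC-1 cells.

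Some other genes that the paper names had these RNA values. In MIA PaCa-2 cells the log2 fold changes were -1.34 for CCND3, -1.71 for CCNE2, -0.88 for CCNB1, -1.30 for MKI67, -1.31 for PARP1, -0.31 for CCNE1 and 0.60 for CASP9. In PANC-1 cells they were -1.35, -2.57, -1.24, -1.75, -0.78, -1.33 and 0.975 in the same order. Chosen after their values were seen, ISG15 had log2 fold changes of 3.82 in MIA PaCa-2 cells and -0.24 in PANC-1 cells, IFIT1 2.29 and -1.38, and IFIH1 3.88 and 0.07. Other interferon-related genes chosen in the same way changed in the same direction in both lines. IFIT2 had log2 fold changes of 2.92 and 1.29, IFIT3 3.43 and 1.27 and OASL 3.71 and 1.63, while IFITM1 had -1.92 and -1.34, IFITM2 -2.87 and -1.07 and IFITM3 -1.72 and -0.58. IFITM1 had 5 counts and 1 count in the PANC-1 libraries, so its direction there is uncertain. CDKN1A, chosen in the same way, had 4.72 and 0.69.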
